# Transcriptomic analysis of *Streptomyces clavuligerus ΔccaR::tsr:* effects of the cephamycin C-clavulanic acid cluster regulator CcaR on global regulation*

**DOI:** 10.1111/1751-7915.12109

**Published:** 2014-01-22

**Authors:** R Álvarez-Álvarez, A Rodríguez-García, I Santamarta, R Pérez-Redondo, A Prieto-Domínguez, Y Martínez-Burgo, P Liras

## Abstract

*Streptomyces clavuligerus* ATCC 27064 and *S. clavuligerus* Δ*ccaR::tsr* cultures were grown in asparagine-starch medium, and samples were taken in the exponential and stationary growth phases. Transcriptomic analysis showed that the expression of 186 genes was altered in the *ccaR*-deleted mutant. These genes belong to the cephamycin C gene cluster, clavulanic acid gene cluster, clavams, holomycin, differentiation, carbon, nitrogen, amino acids or phosphate metabolism and energy production. All the clavulanic acid biosynthesis genes showed M_c_ values in the order of −4.23. The *blip* gene-encoding a β-lactamase inhibitory protein was also controlled by the cephamycin C-clavulanic acid cluster regulator (M_c_ −2.54). The expression of the cephamycin C biosynthesis genes was greatly reduced in the mutant (M_c_ values up to −7.1), while the genes involved in putative β-lactam resistance were less affected (M_c_ average −0.88). Genes for holomycin biosynthesis were upregulated. In addition, the lack of clavulanic acid and cephamycin production negatively affected the expression of genes for the clavulanic acid precursor arginine and of miscellaneous genes involved in nitrogen metabolism (*amtB*, *glnB*, *glnA3*, *glnA2*, *glnA1*). The transcriptomic results were validated by quantative reverse transcription polymerase chain reaction and luciferase assay of *luxAB*-coupled promoters. Transcriptomic analysis of the homologous genes of *S. coelicolor* validated the results obtained for *S. clavuligerus* primary metabolism genes.

## Introduction

*Streptomyces* species are the largest group of antibiotic-producing micro-organisms. Antibiotic biosynthesis genes are usually clustered and their expression is regulated in response to nutritional environment, culture time and cell density. Most of the gene clusters for antibiotic biosynthesis contain regulators responding to these parameters (Martín and Liras, 2010). Regulators of LysR-(Pérez-Redondo *et al*., 1998) or large ATP-binding regulators of the LuxR family (LAL)-type (Wilson *et al*., 2001; Antón *et al*., 2004; Tahlan *et al*., 2007) are present in several clusters, but the most common ones are the activator proteins belonging to the SARP (*Streptomyces* antibiotic regulatory proteins) family. They are present in many antibiotic clusters (Bate *et al*., 2002; Garg and Parry, 2010; He *et al*., 2010) and bind specific deoxyribonucleic acid sequences activating expression of antibiotic biosynthesis genes.

Cephamycin C biosynthesis in *Streptomyces cattleya* is controlled by a SARP-type protein encoded by *thnU*, a gene that is not located in the cephamycin C cluster (Rodríguez *et al*., 2008). In *Streptomyces clavuligerus*, a similar protein, cephamycin C-clavulanic acid cluster regulator (CcaR), encoded by a gene located in the cephamycin C cluster, controls both cephamycin and clavulanic acid (CA) biosynthesis (Pérez-Llarena *et al*., 1997; Santamarta *et al*., 2011). The two clusters are located side by side in the chromosome.

Specific sequences for the binding of SARP proteins have been described in antibiotic biosynthesis genes (Wietzorrek and Bibb, 1997). In *S. clavuligerus*, triple heptameric conserved sequences are responsible for CcaR binding and controls the expression of the *lat, cefF, cefD* and *ccaR* genes in the cephamycin C cluster. In the CA cluster, CcaR binds sequences upstream of *ceaS2*, which encodes the first enzyme of the CA pathway, and of *claR*, for the LysR-type regulator controlling late steps in CA biosynthesis (Santamarta *et al*., 2011).

At the beginning of this study, the *S. clavuligerus* genome was not published, but many *S. clavuligerus* genes had been deposited in the database and additional genes were available through the DSM (Delft, The Netherlands) *S. clavuligerus* sequencing project. Therefore, we constructed microarrays containing probes for 800 genes of the *S. clavuligerus* genome as well as for 7728 genes of the *Streptomyces coelicolor* genome in order to compare the housekeeping genes of both strains. This microarray has been used to detect gene expression in different *S. clavuligerus* mutants. In this article, we report the results observed for *S. clavuligerus ΔccaR::tsr*, a strain lacking the SARP regulator that controls cephamycin C and CA biosynthesis.

## Results

### Transcriptomic analysis of antibiotic biosynthesis genes in *S. clavuligerus* ATCC 27064 and *S. clavuligerus* Δ*ccaR::tsr*

*Streptomyces clavuligerus* ATCC 27064 and *S. clavuligerus* Δ*ccaR::tsr* cultures were grown in asparagine-starch (SA) medium, and samples were taken in the exponential and stationary growth phases (Fig. 1) as indicated in Experimental Procedures. 

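RNA of the wild type and of the Δ*ccaR::tsr* mutant was hybridized on 2-colour arrays, with 4 arrays for each strain in each growth phase. The paper describes the 4 arrays as biological replicates. The exponential phase was sampled at 24 h in the wild type and at 32 h in the mutant, when the cultures held 75 and 80 μg of DNA per ml. The stationary phase was sampled at 40 and 50 h, at 160 and 170 μg of DNA per ml, so the strains were compared at similar DNA contents and not at equal times. Cy3 marked the cDNA made from total RNA and Cy5 marked genomic DNA of the wild type, without a dye swap. Each array holds 15744 spots. Of these, 3012 are probes of 767 *S. clavuligerus* genes and 7788 are probes of *S. coelicolor* genes with 1 spot each. In 736 of the 737 *S. clavuligerus* genes with 4 spots, the spots are 4 different probe sequences. Gene probes were 45 to 60 bases long.

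The authors deposited the scanner intensities of each spot before normalization and, separately, normalized log2 ratios. The values given beside the results were computed from the scanner intensities. The mean signals were corrected with limma's normexp method and an offset of 50, a choice for which the paper's text names no method. The log2 of Cy3/Cy5 was then centred within each array by the weighted median with the weights stated by the paper, which gives the M_g_ value. M_c_ is the M_g_ of the mutant minus that of the wild type. A limma model with 4 groups was fitted on the 16 arrays, with the spots of an *S. clavuligerus* gene as within-array replicates. P-values were adjusted by the Benjamini-Hochberg method within each probe set and contrast, and an adjusted p under 0.05 was called a change. The number of arrays limits the precision.

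The median Cy3 intensity of the *S. clavuligerus* gene probes lay between 1300 and 2327 on the wild-type exponential arrays (median 1550) and between 1108 and 1558 on the mutant exponential arrays (median 1336). On the stationary arrays it lay between 753 and 2607 in the wild type (median 955) and between 756 and 1038 in the mutant (median 887). The highest of these belongs to wild-type stationary replicate 2, where 19.6% of the *S. clavuligerus* gene spots were well above background in Cy3. On the other wild-type and mutant arrays this share was 81.9% or higher. That array was kept. Replicates 1 and 2 of a group shared a slide and replicates 3 and 4 shared another, every strain was on each slide of its phase, and each strain kept its own column of the slide. The files list *S. clavuligerus* genes by identifiers that they do not pair with names. Names were not taken by matching values with Table 1 either, so *ccaR* itself is not analysed here and the deletion was not checked on the arrays. *Streptomyces coelicolor* probes were named through Table S1, and *pcbC*, *hlmA*, *hlmI* and *hrdB* through the primers of Table S2 that lie inside a probe.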

The microarrays analysis showed differences in expression in 186 genes of the *ccaR*-negative mutant at one specific sampling time at least (Table 1).

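In the exponential phase, 81 of the 767 *S. clavuligerus* genes passed the threshold of limma's test, 38 higher and 43 lower in the mutant. Stationary arrays gave 302, 267 higher and 35 lower, and 342 without wild-type replicate 2, 244 higher and 98 lower. In all, 315 genes passed it at one sampling time at least. The alternative that moved this number most was the Cy3 channel alone, with 539 genes. The median M_c_ of all *S. clavuligerus* genes was 0.17 in the exponential phase and 0.79 in the stationary phase. Of the *S. coelicolor* probes the median M_c_ was 0.44 and 1.09. Without wild-type stationary replicate 2 the stationary medians were 0.26 and 0.36. The medians are not 0, so an M_c_ is also given relative to the median of its probe set.

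The direction of the stationary changes depended on how each array was centred. With the unweighted median, 76 genes were higher and 317 lower, and with the deposited normalized values 42 were higher and 434 lower. With each array centred on the median of the *S. clavuligerus* gene probes, a choice made after seeing the data, 212 were higher and 160 lower. In the exponential phase, 56 were higher and 117 lower with the deposited values, and 131 higher and 81 lower with the median of the *S. clavuligerus* gene probes. Loess within each array gave 362 higher and 44 lower.

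The genes with the largest exponential changes kept their direction under every alternative run. The array gene scv07287.2 rose from an M_g_ of -2.78 ± 1.22 (SD, n = 4 arrays) to 3.93 ± 0.69 (SD, n = 4), with an M_c_ of 6.71 (standard error 0.64, adjusted p = 4.61e-08 from limma). The array gene scv07287.1 had an M_c_ of 6.51 (standard error 0.70, adjusted p = 7.43e-12). The array gene scv_CMC11 fell from 3.46 ± 0.48 to -3.74 ± 0.24 (SD, n = 4 each), with an M_c_ of -7.20 (standard error 0.43, adjusted p = 1.81e-22). The array gene scv_CMC12 had an M_c_ of -6.96 (standard error 0.55, adjusted p = 3.57e-17). At the stationary sampling, scv07287.2 and scv07287.1 were not well above background on any wild-type array, and their Cy3 signals in the mutant were at least 37.0-fold and 29.4-fold higher. These bounds compare the mutant with the dimmest signal that counts as above background, per channel after loess and Aquantile, and are open to dye bias. The stationary M_c_ was -4.74 for scv_CMC11 and -3.76 for scv_CMC12, and all 4 mutant arrays lay below all wild-type arrays in both. The paper compared the strains by 2 contrasts, 1 for each phase, and gives corrected p-values for both in Table 1.

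**Figure D1:**
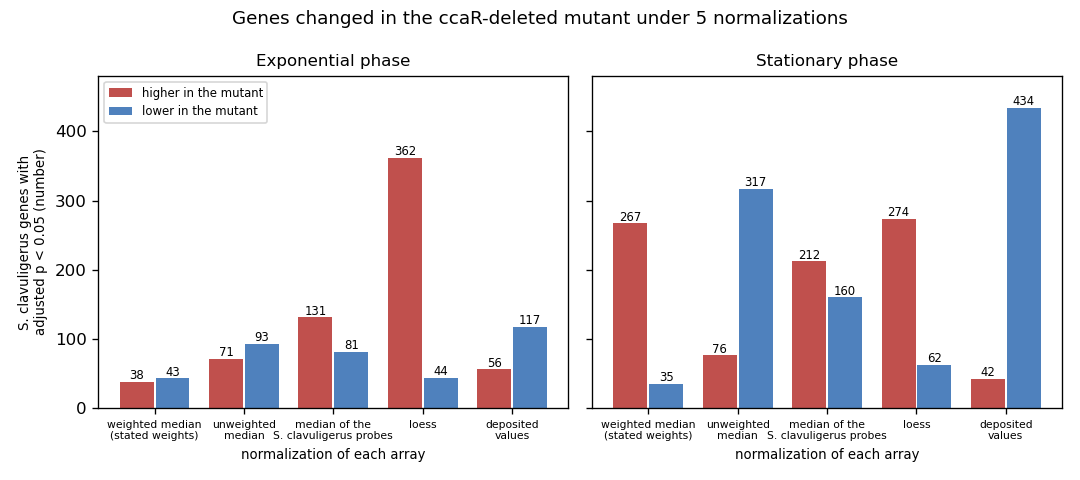
Number of *S. clavuligerus* genes with an adjusted p under 0.05 (vertical axis) that were higher (red) or lower (blue) in the mutant, under 5 normalizations of each array (horizontal axis), in the exponential phase (left) and the stationary phase (right). Stationary genes that were higher number 267 with the weighted median and 42 with the deposited values, and the lower genes 35 and 434.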

**Figure 1:**
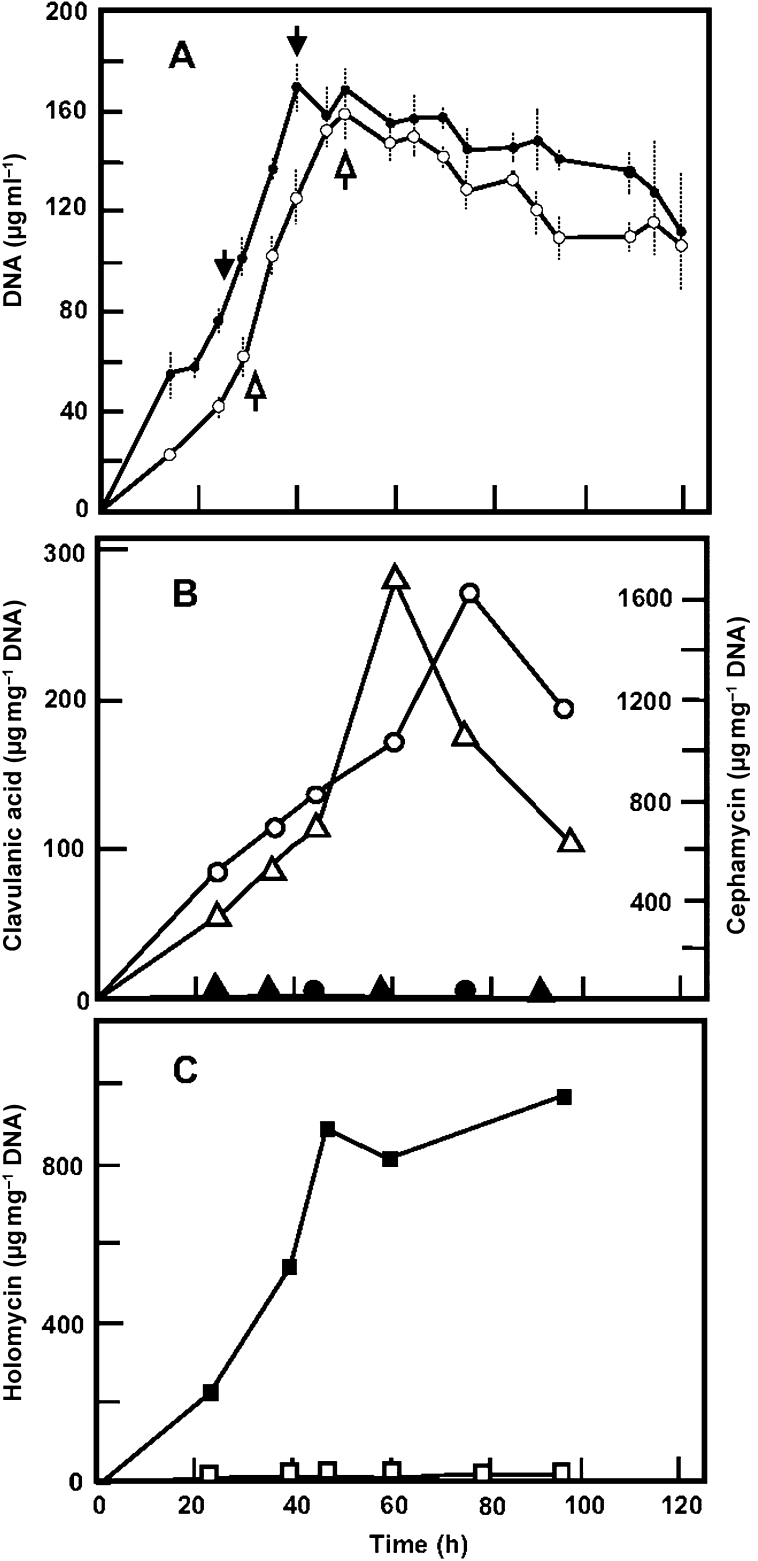
Growth and antibiotic production in Asparagine-starch medium. Strains used: *S. clavuligerus* ATCC 27064 (open symbols) and *S. clavuligerus ΔccaR::tsr* (closed symbols). A. Growth (circles) as measured by the DNA content. B. Cephamycin C (circles) or clavulanic acid (triangles) production. C. Holomycin production (squares).

**Table 1:** *Streptomyces clavuligerus* Δ*ccaR::tsr* gene expression as compared with *S. clavuligerus* ATCC 27064

			Exponential phase		Stationary phase	
Code	Gene	Product	Mc	FDR	Mc	FDR
Clavulanic acid biosynthesis						
SCLAV_4189	*cyp*	Cytochrome P450	−5.34	< 1E^−06^	−5.19	< 1E^−06^
SCLAV_4191	*claR*	Transcriptional regulator	−4.61	< 1E^−06^	−3.99	< 1E^−06^
SCLAV_4187	*orf12*	Beta-lactamase protein-like	−5.09	< 1E^−06^	−4.51	< 1E^−06^
SCLAV_4181	*gcas*	Carboxylase	−5.44	< 1E^−06^	−4.98	< 1E^−06^
SCLAV_4186	*orf13*	Export pump	−3.73	< 1E^−06^	−3.25	< 1E^−06^
SCLAV_4185	*orf14*	Acetyl transferase	−4.77	< 1E^−06^	−3.84	< 1E^−06^
SCLAV_4183	*oppA2*	Oligopeptide-binding protein	−5.28	< 1E^−06^	−4.72	< 1E^−06^
SCLAV_4182	*orf16*	DUF482 domain-containing protein	−5.03	< 1E^−06^	−4.40	< 1E^−06^
SCLAV_4180	*orf18*	Penicillin-binding protein	−0.49	7.48E^−04^	−0.58	2.02E^−05^
SCLAV_4179	*orf19*	Penicillin-binding protein	−0.61	9.36E^−03^	−0.65	1.99E^−03^
SCLAV_4178	*orf20*	Cytochrome P450	−0.95	3.93E^−05^	−1.68	< 1E^−06^
SCLAV_4196	*bls2*	Beta-lactam synthetase 2	−6.38	< 1E^−06^	−5.36	< 1E^−06^
SCLAV_4190	*car*	Clavaldehyde dehydrogenase	−3.94	< 1E^−06^	−3.03	< 1E^−06^
SCLAV_4194	*cas2*	Clavaminato sintase 2	−6.55	< 1E^−06^	−6.00	< 1E^−06^
SCLAV_4197	*ceaS2*	Carboxyethyl arginine synthetase 1	−5.78	< 1E^−06^	−5.33	< 1E^−06^
SCLAV_4193	*oat2*	Similar to ornithine acetyltransferase	−2.67	< 1E^−06^	−2.81	< 1E^−06^
SCLAV_4192	*oppA1*	Oligopeptide-binding protein	−4.97	< 1E^−06^	−4.44	< 1E^−06^
SCLAV_4195	*pah2*	Proclavaminate amidinohydrolase 2	−6.66	< 1E^−06^	−6.01	< 1E^−06^
Cephamycin C biosynthesis						
SCLAV_4198	*pcbR*	Beta-lactam antibiotics resistance	−1.02	4.88E^−05^	−0.92	9.76E^−05^
SCLAV_4199	*pcbC*	Isopenicillin N synthetase	−3.25	< 1E^−06^	−2.82	< 1E^−06^
SCLAV_4200	*pcbAB*	ACV Synthetase	−5.21	< 1E^−06^	−3.85	< 1E^−06^
SCLAV_4201	*lat*	L-lysine epsilon amino transferase	−7.19	< 1E^−06^	−5.87	< 1E^−06^
SCLAV_4202	*blp*	Similar to beta-lactamase inhibitory protein	−6.23	< 1E^−06^	−4.84	< 1E^−06^
SCLAV_4203	*orf10*	Secreted protein	−3.40	< 1E^−06^	−3.20	< 1E^−06^
SCLAV_4204	*ccaR*	Transcriptional regulator	−7.12	< 1E^−06^	−7.48	< 1E^−06^
SCLAV_4205	*cmcH*	Cabamoyl transferase	−5.96	< 1E^−06^	−4.16	< 1E^−06^
SCLAV_4206	*cefF*	Deacetyl cephalosporin C synthetase	−6.83	< 1E^−06^	−5.48	< 1E^−06^
SCLAV_4207	*cmcJ*	Methyl transferase	−7.23	< 1E^−06^	−5.32	< 1E^−06^
SCLAV_4208	*cmcI*	Cepahalosporin hydroxylase	−7.48	< 1E^−06^	−6.25	< 1E^−06^
SCLAV_4210	*cefD*	Isopenicillin N epimerase	−6.15	< 1E^−06^	−5.18	< 1E^−06^
SCLAV_4211	*cefE*	Deacetoxycephalosporin C synthetase (DAOCS)	−5.12	< 1E^−06^	−4.45	< 1E^−06^
SCLAV_4212	*pcd*	Piperideine carboxylate dehydrogenase	−3.40	< 1E^−06^	−2.08	< 1E^−06^
SCLAV_4213	*cmcT*	Efflux protein	−3.74	< 1E^−06^	−2.29	< 1E^−06^
SCLAV_4214	*pbp*	Penicillin-binding protein	−0.51	2.25E^−03^	−0.63	4.27E^−05^
Proteins *blip*						
SCLAV_4456	*atpA*	Similar to ABC transporter ATP-binding domain	−1.08	3.95E^−02^	−1.62	2.88E^−04^
SCLAV_4457	*atpA2*	Similar to ABC transporter ATP-binding domain	−1.07	< 1E^−06^	−1.65	< 1E^−06^
SCLAV_4455	*blip*	Beta-lactamase inhibitory protein	−2.54	< 1E^−06^	−2.19	< 1E^−06^
SCLAV_4452		Putative regulatory protein	−0.71	2.32E^−01^	−0.99	2.71E^−02^
SCLAV_4453		Hypothetical protein	−0.76	1.10E^−03^	−0.98	< 1E^−06^
Clavams biosynthesis						
SCLAV_p1072	*orf8*	Serine hydroxymethyltransferase	−2.59	< 1E^−06^	−3.18	< 1E^−06^
SCLAV_p1076	*pah1*	Proclavaminate amidinohydrolase 1	−0.98	3.99E^−02^	−3.23	< 1E^−06^
SCLAV_p1077	*oat1*	Ornithine acetyltransferase isoenzyme	−1.58	6.48E^−04^	−2.60	< 1E^−06^
SCLAV_p1078	*cvm6P*	Pyridoxal phosphate dependent aminotransferase	−1.04	9.64E^−03^	−2.28	< 1E^−06^
SCLAV_p1079	*cvm7P*	Transcriptional regulator	−0.90	1.23E^−03^	−1.97	< 1E^−06^
SCLAV_2922	*cvm6*	Pyridoxal phosphate dependent aminotransferase	−0.61	1.61E^−02^	−1.98	< 1E^−06^
SCLAV_2923	*cvm5*	Flavin-dependent oxidoreductase	−1.51	2.27E^−05^	−2.88	< 1E^−06^
SCLAV_2924	*cvm4*	Deacetylcephalosporin C acetyltransferase	−1.69	7.88E^−03^	−2.56	< 1E^−06^
SCLAV_2925	*cas1*	Clavaminate synthase 1	−3.32	2.79E^−02^	−4.29	1.01E^−03^
SCLAV_2926	*cvm1*	Aldo/keto reductase family 2	−1.17	1.80E^−04^	−1.99	< 1E^−06^
SCLAV_2927	*cvm2*	Ribulose 5 phosphate epimerase	−1.14	2.09E^−05^	−2.40	< 1E^−06^
SCLAV_2928	*cvm3*	Oxidoreductase	−0.99	1.30E^−03^	−2.18	< 1E^−06^
SCLAV_2932	*cvm13*	Asparaginase	−0.95	7.30E^−04^	−1.45	< 1E^−06^
Holomycin biosynthesis						
SCLAV_5267	*hlmA*	Acetyl transferase	5.95	< 1E^−06^	4.41	< 1E^−06^
SCLAV_5268	*hlmB*	Acyl-CoA dehydrogenase	6.03	< 1E^−06^	4.60	< 1E^−06^
SCLAV_5269	*hlmC*	Thioesterase	6.11	< 1E^−06^	4.39	< 1E^−06^
SCLAV_5270	*hlmD*	Probable dehydrogenase	6.11	< 1E^−06^	4.07	< 1E^−06^
SCLAV_5272	*hlmF*	DNA/pantothenate metabolism flavoprotein	5.47	< 1E^−06^	3.83	< 1E^−06^
SCLAV_5273	*hlmG*	Hypothetical protein – *Frankia sp.* EAN1pec	5.41	< 1E^−06^	3.69	< 1E^−06^
SCLAV_5275	*hlmI*	Putative reductase – *S. coelicolor*	3.96	< 1E^−06^	4.23	< 1E^−06^
SCLAV_5278	*hlmM*	Putative transcriptional regulator	2.01	2.59E^−04^	1.36	8.01E^−03^
Arginine biosynthesis						
SCLAV_0799	*argB*	Acetylglutamate kinase	−2.15	< 1E^−06^	−2.98	< 1E^−06^
SCLAV_0801	*argC*	N-acetyl-gamma-glutamyl-phosphate reductase	−1.70	3.58E^−02^	^−^2.49	3.43E^−04^
SCLAV_0798	*argD*	Acetonitrile aminotransferase	−1.67	3.19E^−03^	−2.60	< 1E^−06^
SCLAV_0796	*argG*	Argininosuccinate synthase	−2.39	< 1E^−06^	−2.91	< 1E^−06^
SCLAV_0795	*argH*	Argininosuccinate lyase	−2.37	1.29E^−05^	−2.81	< 1E^−06^
SCLAV_0800	*argJ*	Glutamate N-acetyltransferase	−2.32	2.99E^−05^	−3.32	< 1E^−06^
SCLAV_0797	*argR*	Transcriptional regulator	−1.45	1.30E^−04^	−2.34	< 1E^−06^
Drugs resistance						
SCLAV_0793	*epeA*	Transmembrane-transport protein	−0.19	8.42E^−01^	−1.59	2.42E^−03^
SCLAV_0794	*epeR*	TetR-family transcriptional regulator	−0.48	2.76E^−01^	−1.93	< 1E^−06^
Strict response						
SCLAV_0744	*relA*	ppGpp synthetase	1.19	5.69E^−04^	1.22	1.36E^−04^
Cell differentiation						
SCLAV_5713	*rarE*	Putative cytochrome P450	−0.72	5.18E^−03^	−1.22	< 1E^−06^
SCLAV_1816	*rarB*	RarB Roadblock/LC7 protein	−0.91	2.60E^−05^	−0.56	6.25E^−03^
SCLAV_1817	*rarC*	RarC protein	−0.90	< 1E^−06^	−0.51	4.58E^−03^
SCLAV_1818	*rarD*	RarD ATP/GTP-binding protein	−0.82	2.70E^−03^	−0.74	2.61E^−03^
Energy						
SCLAV_0790		Putative glycerophosphoryl diester phosphodiesterase	−0.91	1.16E^−03^	−1.29	< 1E^−06^
SCLAV_1370		Probable cytochrome c oxidase polypeptide IV	−0.82	9.14E^−05^	−0.15	4.78E^−01^
SCLAV_1372		Probable cytochrome c oxidase polypeptide II	−0.53	3.40E^−02^	−0.05	8.30E^−01^
SCLAV_1613	*aceE*	Pyruvate dehydrogenase E1 component	−0.54	1.32E^−04^	−0.95	9.70E^−12^
SCLAV_3564	*nuoA1*	NADH-quinone oxidoreductase chain	−0.96	< 1E^−06^	−0.48	8.03E^−03^
SCLAV_3970		Putative succinate dehydrogenase flavoprotein subunit	−1.83	< 1E^−06^	−0.95	4.30E^−04^
SCLAV_3969		Fumarate reductase iron-sulfur subunit	−1.67	1.82E^−05^	−1.15	1.66E^−03^
SCLAV_4767		Monophosphatase	−1.86	< 1E^−06^	−0.34	2.16E^−01^
Carbon metabolism						
SCLAV_0631	*glpF2*	Putative glycerol uptake facilitator protein	−1.49	1.12E^−05^	−1.95	< 1E^−06^
SCLAV_0632	*glpK2*	Putative glycerol kinase	−1.13	9.59E^−03^	−1.82	< 1E^−06^
SCLAV_0876	*gylR*	Glycerol operon regulatory protein	−0.31	3.62E^−01^	−1.34	< 1E^−06^
SCLAV_0877	*glpF1*	Putative glycerol uptake facilitator protein	0.30	6.19E^−01^	−0.42	2.76E^−01^
SCLAV_0878	*glpK1*	Glycerol kinase	−0.07	9.08E^−01^	−1.19	1.99E^−05^
SCLAV_0879	*glpD*	Glycerol-3-phosphate dehydrogenase	−0.02	9.35E^−01^	−0.94	< 1E^−06^
SCLAV_5509	*gap2*	Glyceraldehyde-3-phosphate dehydrogenase 2	−2.61	< 1E^−06^	−1.75	< 1E^−06^
SCLAV_4529	*glcP*	Glucose permease	1.79	< 1E^−06^	−0.60	7.97E^−02^
SCLAV_p0975		Ribulose-phosphate 3-epimerase	−1.25	< 1E^−06^	−1.36	< 1E^−06^
Nitrogen metabolism						
SCLAV_4534	*amtB*	Ammonium transporter	−4.10	< 1E^−06^	−5.04	< 1E^−06^
SCLAV_4535	*glnB*	Putative nitrogen regulatory protein P-II	−4.39	< 1E^−06^	−5.09	< 1E^−06^
SCLAV_p1452	*glnIII*	Glutamine synthetase III	−0.60	3.33E^−02^	−1.54	< 1E^−06^
SCLAV_1431	*glnA3*	Glutamine synthetase (Glutamate-ammonia ligase)	−4.67	< 1E^−06^	−5.32	< 1E^−06^
SCLAV_1416	*glnA2*	Glutamine synthetase I (Glutamate-ammonia ligase I)	−3.56	< 1E^−06^	−2.95	< 1E^−06^
SCLAV_1473		Glutamine synthetase	−0.88	6.84E^−03^	−2.35	< 1E^−06^
SCLAV_4660	*gluD1*	Glutamate transporter permease	−0.84	1.62E^−02^	−1.28	4.14E^−05^
SCLAV_0834	*glnA1*	Putative glutamine synthetase	−1.77	< 1E^−06^	−2.41	< 1E^−06^
Phosphate metabolism						
SCLAV_1719	*phoH*	Phosphate starvation-induced protein	1.25	1.37E^−04^	−0.06	8.67E^−01^
SCLAV_3166	*pstB*	PstB protein – Phosphate import ATP-binding	−0.93	1.41E^−02^	−1.50	1.14E^−05^
SCLAV_3167	*pstA*	PstA protein – Permease component	−1.12	4.84E^−05^	−1.61	< 1E^−06^
SCLAV_3168	*pstC*	PstC protein – Permease component	−1.11	2.41E^−02^	−1.77	4.12E^−05^
SCLAV_3169	*pstS*	PstS protein precursor – Periplasmic component	−0.93	3.10E^−02^	−1.41	1.66E^−04^
SCLAV_3220	*phoU*	Putative phosphate transport system regulatory protein	−1.01	3.52E^−04^	−1.23	< 1E^−06^
Lipid metabolism						
SCLAV_4986		Putative acetyl-coenzyme A synthetase	−0.55	4.01E^−02^	−2.18	< 1E^−06^
SCLAV_3406		Putative acetyl/propionyl CoA carboxylase alpha	−1.49	2.87E^−03^	−2.15	< 1E^−06^
SCLAV_3405		Putative acetyl/propionyl CoA carboxylase beta	−1.64	< 1E^−06^	−2.41	< 1E^−06^
Transcriptional and regulatory proteins						
SCLAV_p0826		Putative AraC-family transcriptional regulator	0.88	2.87E^−05^	−0.05	8.17E^−01^
SCLAV_p0894	*brp*	Gamma-butyrolactone receptor protein	0.86	7.97E^−04^	−0.55	1.98E^−02^
SCLAV_p1319		Putative transcriptional regulator AraC family	−1.72	1.75E^−04^	−1.10	1.03E^−02^
SCLAV_1096		Transcriptional regulator, GntR-family protein	−0.66	1.20E^−04^	−0.09	6.16E^−01^
SCLAV_1433		Putative regulatory protein	−1.18	2.33E^−02^	−0.60	1.94E^−01^
SCLAV_1621		Putative MerR-family transcriptional regulator	0.67	2.33E^−02^	−0.93	2.92E^−04^
SCLAV_1957	*adpA*	AraC-family transcriptional regulator	−1.22	5.42E^−04^	−1.43	1.52E^−05^
SCLAV_1958	*ornA*	Oligoribonuclease	−1.00	< 1E^−06^	−0.97	< 1E^−06^
SCLAV_2732		Two-component transcriptional regulator	1.31	2.20E^−03^	−0.23	6.00E^−01^
SCLAV_3001		Putative gntR-family transcriptional regulator	−0.68	8.78E^−04^	−1.51	< 1E^−06^
SCLAV_4054		WhiB-family transcriptional regulator	2.62	< 1E^−06^	0.32	3.13E^−01^
SCLAV_4937		Putative regulatory protein	1.05	9.79E^−06^	−1.06	< 1E^−06^
SCLAV_5278		AmphRI-like transcriptional regulator	2.01	2.59E^−04^	1.36	8.01E^−03^
Unknown function						
SCLAV_0018		Cytochrome P450 monooxygenase	−1.16	8.47E^−03^	−1.47	1.77E^−04^
SCLAV_0633		ATP–GTP-binding protein	−0.78	4.44E^−02^	−0.52	1.19E^−01^
SCLAV_0636		Putative large secreted protein	−0.76	1.59E^−02^	−0.17	5.91E^−01^
SCLAV_0646		Putative inhibitor of KinA	−0.93	3.99E^−02^	0.08	8.53E^−01^
SCLAV_0743		Peroxidase	1.46	< 1E^−06^	1.40	< 1E^−06^
SCLAV_1335		Two-component system sensor kinase	0.51	3.31E^−02^	−0.37	7.66E^−02^
SCLAV_1344		Conserved phosphoesterase	−0.78	1.36E^−02^	−1.11	8.41E^−05^
SCLAV_1564		Acetyl-CoA acetyltransferase	−2.06	< 1E^−06^	−2.68	< 1E^−06^
SCLAV_1565		Cytochrome P450 hydroxylase	−1.26	< 1E^−06^	−2.67	< 1E^−06^
SCLAV_1617		Hypothetical protein	1.02	< 1E^−06^	0.03	8.67E^−01^
SCLAV_1748		DUF143 domain-containing protein	0.45	1.28E^−02^	0.14	4.26E^−01^
SCLAV_1959		Sensor protein	−0.91	< 1E^−0^6	−1.36	< 1E^−06^
SCLAV_2623		SclavP3 predicted orf	1.03	1.10E^−02^	0.05	9.07E^−01^
SCLAV_2625		Subtilase-type protease inhibitor precursor	0.96	4.44E^−02^	−0.04	9.33E^−01^
SCLAV_3194		DUF1416 domain-containing protein	−0.77	2.64E^−02^	0.55	7.31E^−02^
SCLAV_4131		Metallophosphoesterase	−0.80	3.06E^−02^	−1.40	1.54E^−05^
SCLAV_4308		Methylmalonyl-CoA epimerase	−0.68	1.77E^−05^	−1.32	1.31E^−15^
SCLAV_4352		Integrin-like protein	1.15	7.63E^−03^	0.42	2.98E^−01^
SCLAV_4355		Hypothetical protein	−0.64	2.99E^−02^	−1.35	< 1E^−06^
SCLAV_4359		Metalloendopeptidase	−2.95	1.92E^−04^	−3.36	< 1E^−06^
SCLAV_4530		Acetiltransferase	2.52	< 1E^−06^	−0.21	6.30E^−01^
SCLAV_4717		Putative hydroxylase	−1.20	6.98E^−03^	−1.71	2.05E^−05^
SCLAV_5249		Membrane protein	1.31	6.40E^−04^	0.20	6.10E^−01^
SCLAV_p0763		Amidohydrolase:Amidohydrolase-like precursor	−0.84	3.63E^−02^	−0.10	7.94E^−01^
SCLAV_p1123		Putative methyltransferase	3.26	< 1E^−06^	3.44	< 1E^−06^
SCLAV_p1142		Rhs family protein	−1.01	< 1E^−06^	−1.77	< 1E^−06^
pSCL2 Plasmid						
SclaA2_010100027605		Helicase	1.02	3.06E^−03^	−0.11	7.59E^−01^
SclaA2_010100027610		Hypothetical protein	0.91	3.35E^−04^	0.14	6.04E^−01^
SclaA2_010100027625		Hypothetical protein	0.91	4.42E^−06^	1.27	< 1E^−06^
SclaA2_010100027920		Transposase	1.00	7.48E^−04^	0.11	7.16E^−01^
SclaA2_010100027930		Hypothetical protein	2.15	< 1E^−06^	1.27	1.21E^−05^
SclaA2_010100027935		Hypothetical protein	1.07	4.80E^−03^	0.86	1.27E^−02^
SclaA2_010100027955		GntR-family regulatory protein	0.85	3.89E^−02^	0.69	5.42E^−02^
SclaA2_010100027975		Hypothetical protein	0.50	2.02E^−02^	0.96	< 1E^−06^
SclaA2_010100027990		Hypothetical protein	0.70	6.76E^−03^	0.11	6.74E^−01^
SclaA2_010100028020		Hypothetical protein	1.64	8.91E^−08^	1.18	5.15E^−05^
SclaA2_010100028015		Phosphatase	0.88	8.96E^−03^	−0.16	6.20E^−01^
SclaA2_010100028325		Hypothetical protein	1.85	< 1E^−06^	0.42	1.64E^−01^
SclaA2_010100028330		Hypothetical protein	2.71	< 1E^−06^	0.98	4.07E^−02^
SclaA2_010100028335		Transferase	2.97	< 1E^−06^	1.82	3.19E^−05^
SclaA2_010100028340		Telomere-associated protein	1.15	6.58E^−03^	0.27	5.12E^−01^
SclaA2_010100028350		Hypothetical protein	0.73	6.58E^−03^	−0.29	2.42E^−01^
SclaA2_010100028360		Hypothetical protein	0.75	3.28E^−02^	0.10	7.66E^−01^
SclaA2_010100028340		Telomere-associated protein	0.79	1.61E^−02^	0.02	9.56E^−01^
pSCL1 Plasmid						
SclaA2_010100027570		Hypothetical protein	1.69	4.80E^−03^	0.24	6.85E^−01^
SclaA2_010100027560		Hypothetical protein	1.95	4.33E^−13^	1.07	1.82E^−05^
SclaA2_010100027550		Hypothetical protein	1.11	1.81E^−02^	−0.22	6.21E^−01^
SclaA2_010100027545		Hypothetical protein	1.11	6.58E^−03^	−0.51	1.73E^−01^

ABC, ATP-binding cassette transporters; ATP, adenosine triphosphate; BLIP, β-lactamase-inhibitory protein; GTP, guanosine triphosphate; NADH, nicotinamide adenine dinucleotide.

These genes belong to the cephamycin C gene cluster, CA gene cluster, clavams, holomycin, cellular differentiation, carbon, nitrogen, amino acids or phosphate metabolism and energy production.

#### CA biosynthesis genes

Transcriptomic studies showed that expression of the four genes of the *ceaS2* to *cas2* operon, encoding enzymes for the early steps of CA biosynthesis, dropped in the mutant to an average M_c_ value of −6.34 in the exponential phase. Expression of *claR*, encoding the regulatory protein ClaR, is under CcaR control (Pérez-Redondo *et al*., 1998; Santamarta *et al*., 2011). This gene was underexpressed in the *ccaR*-deleted mutant (M_c_ −4.61) and concomitantly transcription of the genes for the late steps of the pathway *car*, *gcaS* as well as *cyp*, *orf12*, *orf13*, *orf14*, *oppA2*, *oppA1* and *orf16*, of unknown function, dropped an average M_c_ value of −4.23, being *oat2*, *orf13* and *car* above this value.

Expression of *orf18* and *orf19*, which encode penicillin-binding proteins, *orf20* for a cytochrome P450 and *pcbR*, tentatively involved in β-lactam resistance, was lower in the mutant than in the wild-type strain. All these genes were expressed at higher M_c_ values (average M_c_ −0.88) than the biosynthetic genes in the *ccaR*-mutant.

An interesting finding was made in relation to genes encoding β-lactamase proteins. The *blp* gene, encoding a putative β-lactamase inhibitory protein, which is located downstream of *ccaR*, was clearly underexpressed in the mutant (M_c_ −6.2 and −4.8 in the exponential and stationary phases), which might be due to the absence of the *ccaR* promoter in the *ccaR*-mutant. The second gene, *blip*, encoding a well-characterized β-lactamase inhibitory protein (Doran *et al*., 1990), was also underexpressed in the mutant. This gene, located outside the CA gene cluster, presented M_c_ values of −2.54 and −2.19 in the exponential and stationary phases, respectively.

A gene external to the CA cluster, *adpA*, encoding a regulatory protein involved in antibiotic biosynthesis (López-García *et al*., 2010) was also slightly downregulated.

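The *S. coelicolor* probe of *adpA* (SCO2792) gave an exponential M_g_ of 2.47 ± 0.24 (SD, n = 4 arrays) in the wild type and 1.67 ± 0.31 (SD, n = 4) in the mutant. Every mutant array lay below every wild-type array. The M_c_ was -0.79 (standard error 0.58) and -1.24 relative to the median of the *S. coelicolor* probes, and it did not pass the threshold (adjusted p = 0.745 from limma). Stationary M_g_ values were 1.86 ± 1.76 in the wild type and 2.11 ± 0.20 in the mutant (SD, n = 4 each), and the M_c_ of 0.25 was within the spread of the wild-type arrays (adjusted p = 0.67). Its sign there depended on the processing. It was -0.62 without wild-type replicate 2 and -1.25 with the deposited values, and passed the threshold as a fall in both. The fall also passed with the processed signals, the unweighted median, loess and the Cy3 channel alone. Replicate 2 lay at -0.78, and the other wild-type stationary arrays between 2.69 and 2.77. The mutant stationary arrays lay between 1.92 and 2.39.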

#### Genes for CA precursors

Clavulanic acid biosynthesis occurs through condensation of arginine and glyceraldehyde-3-phosphate by the carboxyethylargininesynthase, the first enzyme of the CA pathway. *Streptomyces clavuligerus* and *S. coelicolor* probes of genes for arginine biosynthesis and glycerol utilization were present in the microarrays.

The arginine biosynthesis genes were downregulated in the *ccaR*-deleted mutant. Six genes for arginine biosynthesis, located in three separated locations in the *S. clavuligerus* genome, showed average M_c_ values of −2.01 and −2.85 in the exponential and stationary phases respectively. These genes are controlled by the *argR*-encoded regulator ArgR, whose expression decreased to −1.45 and −2.34, at both sampling times.

The co-transcribed genes for glycerol utilization, *glpF1-glpK1-glpD1*, were weakly but significantly affected by the lack of the CcaR regulator, and the same occurred to the *gylR* gene, encoding the glycerol utilization regulatory protein (Baños *et al*., 2009).

However, a positive effect of CcaR on the second cluster for glycerol utilization might occur, because *glpF2* and *glpK2* were underexpressed in the *ccaR*-deleted strain. The most affected gene in this group was *gap2*, encoding glyceraldehyde-3-phosphate dehydrogenase (M_c_ −2.61 in the exponential growth phase).

#### Cephamycin C biosynthesis genes

In relation to cephamycin C biosynthesis, the transcriptomic data fitted well with those previously obtained by quantative reverse transcription polymerase chain reaction (Santamarta *et al*., 2011). The M_c_ values for *lat*, *cmcI*, *cmcJ*, *cefD* and *cefF* genes, either starting transcriptional units or close to the first gene of the operon, showed values ranging from −6.15 to −7.48 in the exponential phase, close to the −7.12 value of *ccaR* (which is deleted in the mutant), indicating a complete lack of transcription of these units. 

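One reverse primer of *pcbC*, which encodes an enzyme of cephamycin C biosynthesis, lies inside a probe of the array, and the gene of that probe is taken as *pcbC*. Its M_g_ in the exponential phase was 1.60 ± 0.39 (SD, n = 4 arrays) in the wild type and -1.30 ± 0.25 (SD, n = 4) in the mutant. The M_c_ was -2.90 (standard error 0.51, adjusted p = 6.12e-06 from limma), and its 4 probes gave values between -2.97 and -2.86. Without any 1 array it stayed between -3.01 and -2.77. The stationary M_g_ was 0.24 ± 1.92 in the wild type and -0.93 ± 0.26 in the mutant (SD, n = 4 each). The M_c_ of -1.16 (standard error 0.51) did not pass the threshold (adjusted p = 0.0612). With the slide as a block the same M_c_ passed it, as it did with all 24 arrays in the fit. It also passed with a normexp offset of 0, the processed signals, the unweighted median, loess, the Cy3 channel alone and the deposited values. It was -2.08 without wild-type replicate 2, and the difference then passed the threshold, but it was -0.59 without wild-type replicate 4. Relative to the median of all *S. clavuligerus* genes, the M_c_ was -3.07 in the exponential phase and -1.95 in the stationary phase. The difference between both phases was not past the threshold (interaction contrast, adjusted p = 0.148).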

All other genes related to cephamycin biosynthesis showed M_c_ values between −3.2 and −7.12 in the exponential phase and their expression dropped in the *ccaR*-mutant by an average of 18% in the stationary phase.

The *pbp74* and *bla* genes were barely affected in the exponential phase but were less expressed in the mutant in the stationary phase.

#### Genes for other antibiotics produced by *S. clavuligerus*

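Among the holomycin biosynthesis genes, *hlmA* and *hlmI* were located on the array by their primers. Both primers of *hlmA* lie in 1 array gene and the reverse primer of *hlmI* lies in another. These names are open to doubt, since the values that Table 1 gives for *hlmI* equal the deposited values of the array gene with the *hlmA* primers, and the reverse holds for *hlmA*. The gene with the *hlmA* primers rose in the exponential phase from an M_g_ of -0.45 ± 1.65 (SD, n = 4 arrays) to 3.87 ± 0.59 (SD, n = 4), an M_c_ of 4.33 (standard error 0.70, adjusted p = 9.80e-07 from limma). Its stationary M_c_ was 5.91 (standard error 0.70, adjusted p = 2.17e-10), with -1.15 ± 1.15 in the wild type and 4.75 ± 1.35 in the mutant. The gene with the *hlmI* primer had an exponential M_g_ of -2.79 ± 1.02 in the wild type and 3.55 ± 0.87 in the mutant, an M_c_ of 6.34 (standard error 0.58, adjusted p = 1.29e-14). Its M_c_ in the stationary phase was 6.23 (standard error 0.58, adjusted p = 5.32e-14), and 2 of the 4 wild-type arrays were well above background. In both genes and both phases, every mutant array lay above every wild-type array. The M_c_ values were 4.15 and 5.12 above the median of all *S. clavuligerus* genes for the first gene and 6.16 and 5.44 above it for the second.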

All the holomycin biosynthesis genes tested were overexpressed in the *ccaR*-deleted mutant, with an average M_c_ value of 5.57 in the exponential phase, while the regulatory gene *hlmM* had a M_c_ value of 2.01. These results coincide with the formation of holomycin by the *S. clavuligerus ccaR::aph* disrupted mutant detected by Fuente and colleagues (2002). A downregulation was observed in the clavams and CA paralogous clusters, especially in the stationary phase. Production of clavams is relatively variable and medium-dependent. However, *cas1* encoding the second clavaminate synthase isoenzyme (M_c_ −3.32 and −4.29) and *cvm8*, encoding a serine hydroxymethyltransferase (M_c_ −2.59 and −3.18) were strongly downregulated in the *ccaR-*deleted mutant.

### Nitrogen and phosphate metabolism

The lack of CcaR and, therefore, of CA and cephamycin C formation, affected nitrogen metabolism. A strong downregulation was observed in the exponential phase in the expression of the ammonium transporter-encoding gene *amtB* (M_c_ −4.1) and the downstream gene, *glnB* (M_c_ −4.39), which encodes the uridilyltransferase regulatory protein PII. This effect was stronger in the stationary phase (M_c_ −5.04 and −5.09, for *amtB* and *glnB* respectively). Also genes for glutamine synthetases (*glnA3*, *glnA2*, *glnA1*) were underexpressed in the *ccaR*-deleted mutant (M_c_ −4.67, −3.56 and −1.77) in the exponential phase. A weaker, but clear downregulation also occurred in *glu*D1, encoding a glutamate permease. 

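*Streptomyces coelicolor* probes cover glutamine synthetases, a urease subunit and an allantoinase. The *glnA* probe (SCO2198) gave an exponential M_g_ of 3.41 ± 0.21 (SD, n = 4 arrays) in the wild type and 0.09 ± 0.24 (SD, n = 4) in the mutant. Its M_c_ was -3.32 (standard error 0.71, adjusted p = 0.0117 from limma). This call was lost without wild-type replicate 4 or without mutant replicate 1, where the M_c_ lay between -3.40 and -3.22 over all arrays left out in turn. Among stationary arrays the wild type spread over 1.59 ± 2.91 against 0.08 ± 0.45 in the mutant, and the M_c_ of -1.51 was not past the threshold (adjusted p = 0.0939). It passed with the slide as a block, the unweighted median (-2.87), loess (-0.69) and the deposited values (-3.18). It was -2.73 and past the threshold without wild-type replicate 2, but -0.68 without wild-type replicate 4. The *glnII* probe (SCO2210) had an M_c_ of -4.74 in the exponential phase (standard error 0.89, adjusted p = 0.00169) and -3.47 in the stationary phase (adjusted p = 0.00269). Its wild-type M_g_ was 1.60 ± 1.72 and 1.75 ± 3.89, with replicates 1 and 2 on one slide apart from replicates 3 and 4 on another in both phases. With the Cy3 channel alone, neither fall passed the threshold.

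SCO1613 had an exponential M_c_ of -1.22 (standard error 0.63, adjusted p = 0.745), from 0.32 ± 0.41 to -0.91 ± 0.22. This fall passed the threshold with the 8 arrays of the phase alone. The stationary value was 0.053 (adjusted p = 0.936) and -0.86 without wild-type replicate 2. The *ureAB* probe (SCO5525) had an exponential M_c_ of -1.20 (standard error 0.58, adjusted p = 0.745), from -2.24 ± 0.10 to -3.44 ± 0.12. It passed the threshold with the unweighted median, with the deposited values and with the 8 arrays of the phase alone. On the stationary arrays it was not well above background in any mutant sample, so no fold is given, and the fitted M_c_ was 0.64 (adjusted p = 0.301) and -0.18 without wild-type replicate 2. In *glnA*, *glnII*, SCO1613 and *ureAB*, every mutant exponential array lay below every wild-type exponential array.

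The SCO6247 probe went the other way in the exponential phase, from -0.94 ± 0.40 (n = 4) to 1.39 ± 1.43 (n = 3, since 1 spot was left out as an outlier), an M_c_ of 2.33 that did not pass the threshold (adjusted p = 0.17). It passed as higher with the replicate number as a block (M_c_ 2.36), the slide as a block (2.33), the unweighted median (2.12) and the deposited values (2.59), and with both centrings on the *S. clavuligerus* gene probes, chosen after seeing the data. It was -0.66 with the processed signals of the scanner software and -0.18 with the Cy3 channel alone. In the exponential phase the probe was well above background on 3 of 4 wild-type and 2 of 4 mutant arrays. Later, in stationary cultures, it was well above background on 2 of 4 wild-type arrays and not on any mutant array. There the wild-type Cy3 signal was at least 2.58-fold higher by the bound per channel, while the fitted log ratio was 3.35 (adjusted p = 2.66e-05 from limma).

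**Figure D2:**
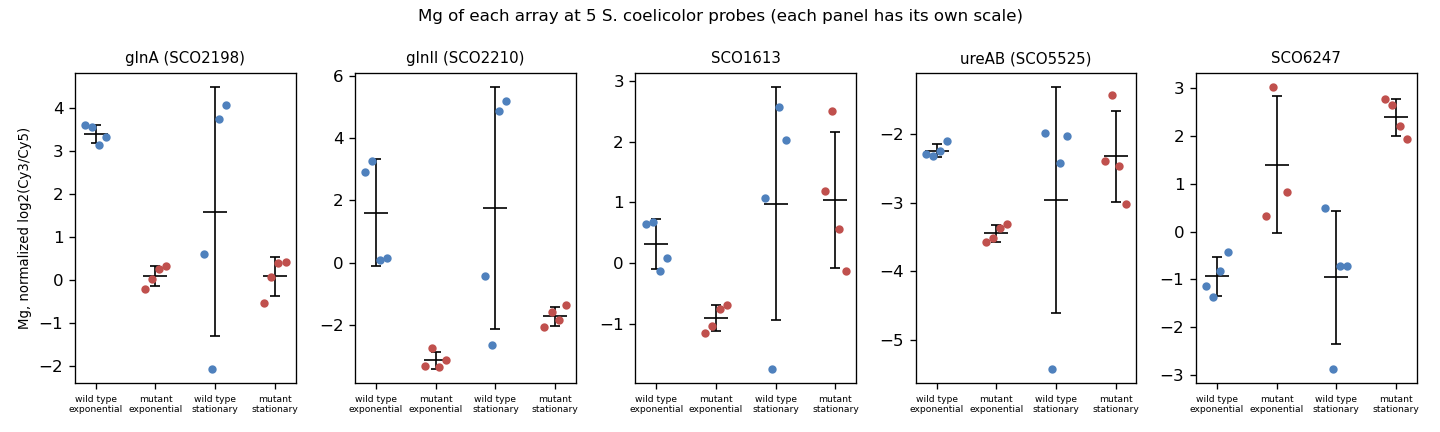
M_g_ (normalized log2 of Cy3/Cy5, vertical axis, with its own scale in each panel) of each array at 5 *S. coelicolor* probes, for the wild type (blue) and the mutant (red) in both phases. Points are arrays, long ticks are means and bars are the SD. The lowest wild-type stationary point of each panel belongs to replicate 2, at -2.08 for *glnA* and -5.42 for *ureAB*.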

The homologous probes of *S. coelicolor* (also present in the arrays) for glutamine synthetase (*glnA*, *glnII*, SCO1613) as well of genes for urease (*ureAB*) and an allantoinase (SCO6247) gave a lower signal when hybridized with *S. clavuligerus* Δ*ccaR::tsr* messenger ribonucleic acid (mRNA) in relation to *S. clavuligerus* ATCC 27064 mRNA. This might indicate that cephamycin C and CA production requires a strong demand of nitrogen-derived precursors and, therefore, nitrogen metabolism slows down when antibiotic production is blocked.

Some genes involved in phosphate transport (*pstA*, *pstC and pstS*) showed a weak but clear underexpression in the *ccaR*-mutant, especially in the stationary phase sampling point.

### Miscellaneous genes

Several genes involved in energy production or lipid metabolism were affected in the *ccaR*-deleted strain. This was the case for the genes encoding putative acetyl-CoA synthetases and acetyl-CoA carboxylases (SCLAV_4986, SCLAV_3405, SCLAV_3406) and the same occurred with the acetyltransferase-and methyltransferase-encoding genes (SCLAV_4530 and SCLAV_p1123). 

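Of these genes, SCLAV_3405 has a named *S. coelicolor* probe, SCO4380, listed as its ortholog in Table S1. The M_g_ of this probe fell from -1.42 ± 0.19 (SD, n = 4 arrays) in the wild type to -2.62 ± 0.19 (SD, n = 4) in the mutant in the exponential phase, and every mutant array lay below every wild-type array. The M_c_ of -1.20 (standard error 0.56) was not past the threshold (adjusted p = 0.745 from limma), but it was with the unweighted median, with the deposited values and with the 8 arrays of the phase alone. Its stationary M_c_ was -0.51 (standard error 0.56, adjusted p = 0.395), between -0.85 ± 1.37 in the wild type and -1.35 ± 0.81 in the mutant. It was -1.16 and past the threshold without wild-type replicate 2, but -0.11 without wild-type replicate 1. Relative to the median of the *S. coelicolor* probes, the M_c_ was -1.64 and -1.60. The probes of the other genes named here are not analysed here.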

A set of genes whose function is unknown (SclaA2_010100027930, SclaA2_010100028330 and SclaA2_010100028335) all located in plasmid pSCL2, showed a clear overexpression in the mutant in the exponential phase of growth.

#### Effect on regulatory genes

The transcription of 13 genes encoding different types of regulators was affected in the mutant, including *adpA* (see previous discussion). A very strong downregulation was observed for the *whiB*-family transcriptional regulator (M_c_ 2.62) and for the gene encoding an AmphR1-like regulator (SCLAV_5278) with an M_c_ value of 2.0 in the exponential phase.

### Expression of *S. clavuligerus* genes as detected by transcriptomic analysis of orthologous *S. coelicolor* genes

The whole *S. coelicolor* genome was represented in the microarrays. Therefore, we were able to compare expression of miscellaneous genes by heterologous hybridization of *S. coelicolor* probes present in the microarray with mRNA from *S. clavuligerus*. Heterologous transcriptomic studies confirmed the lower expression of the *glnA*, *glnII*, SCLAV_0834, *ureAB* and *gap2* genes in the Δ*ccaR* mutant. 

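The *gap2* probe of *S. coelicolor* (SCO7040) had an exponential M_g_ of -1.85 ± 0.60 (SD, n = 4 arrays) in the wild type and -3.66 ± 0.21 (SD, n = 4) in the mutant, without overlap between the strains. The M_c_ was -1.81 (standard error 0.55) and did not pass the threshold over all *S. coelicolor* probes (adjusted p = 0.409 from limma). It passed with the unweighted median, with the deposited values and with the 8 arrays of the phase alone. In stationary cultures the M_g_ was -3.65 ± 1.32 in the wild type and -3.32 ± 0.21 in the mutant, and the M_c_ of 0.33 was within the spread of the wild type (adjusted p = 0.568). Without wild-type replicate 2 it was -0.31. Relative to the median of the *S. coelicolor* probes, the M_c_ of *gap2* was -2.25 in the exponential phase and -0.76 in the stationary phase.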

Other blocks of underexpressed genes were those encoding succinate dehydrogenases (SCLAV_3969 and SCLAV_3970) and the *nuo* genes (*nuoEFJKLMN*) for different subunits of the nicotinamide adenine dinucleotide (NADH) dehydrogenase. 

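The *S. coelicolor* probes of the succinate dehydrogenase genes, *dhsB2* (SCO5106, listed in Table S1 as the ortholog of SCLAV_3969) and *dhsA2* (SCO5107, of SCLAV_3970), had exponential M_c_ values of -1.26 (standard error 0.53, adjusted p = 0.745 from limma) and -0.85 (standard error 0.55, adjusted p = 0.745). In *dhsB2* all 4 mutant arrays lay below the wild type, and in *dhsA2* 3 of 4 did. At the stationary sampling *dhsB2* had an M_c_ of 0.32 (adjusted p = 0.573), within the spread of the arrays, and *dhsA2* was higher in the mutant, with an M_c_ of 1.65 (standard error 0.55, adjusted p = 0.0199). This call of *dhsA2* was lost with the unweighted median (M_c_ 0.30), the Cy3 channel alone (0.12), the deposited values (0.0028) and the 8 arrays of the phase alone, and without wild-type replicate 3 or mutant replicate 2. It was also lost under 3 alternatives chosen after seeing the data, which were both centrings on the *S. clavuligerus* gene probes and 1 mean per strain and slide.

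The average M_g_ of the 7 *nuo* probes was 1.59 ± 0.12 (SD, n = 4 arrays) in the wild type and 0.81 ± 0.10 (SD, n = 4) in the mutant in the exponential phase. The difference of -0.79 had the smallest p that 4 arrays against 4 allow (exact two-sided permutation test, p = 0.0286). It was -1.14 with the deposited values and 0.18 with loess, which changed its direction. Single *nuo* probes had M_c_ values between -0.91 and -0.73, and none of them passed the threshold of limma over all *S. coelicolor* probes. With the 8 arrays of the phase alone *nuoK* passed it, *nuoM* did with the unweighted median and *nuoN* with the deposited values. The standard errors pool all 4 groups. That of *nuoN* was 0.54, with SDs of 0.10 in both strains in the exponential phase and of 1.09 and 0.77 in the stationary phase. The stationary average was 0.74 ± 1.33 in the wild type and 1.97 ± 0.71 in the mutant, a difference of 1.23 that was within the spread (exact permutation test, p = 0.143). Of the 7 probes, 3 passed the threshold of limma there as higher in the mutant: *nuoK* (M_c_ 1.503, adjusted p = 0.0413), *nuoL* (M_c_ 1.53, adjusted p = 0.0387) and *nuoN* (M_c_ 1.58, adjusted p = 0.0248). All 4 mutant arrays lay above the wild type in *nuoN*, and 3 of 4 did in *nuoK* and *nuoL*. The 3 calls were lost with the unweighted median and with the deposited values, where the M_c_ was -0.17, -0.15 and -0.097, and without mutant replicate 1 or mutant replicate 2. Loess gave -0.069 for *nuoK* and -0.19 for *nuoL*, and the processed signals gave -0.060 for *nuoK*. This stationary difference was -0.41 with the deposited values, -0.13 with the unweighted median and 0.57 without wild-type replicate 2. The paper states that these blocks were underexpressed in the mutant.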

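Among the *S. coelicolor* probes tested, 20 passed the threshold of limma in the exponential phase, 17 higher and 3 lower in the mutant. Of the 7786 stationary probes 2211 passed it, 2210 higher and 1 lower, and without wild-type replicate 2 there were 2445 higher and 148 lower. With the deposited values the stationary probes divided into 585 higher and 1636 lower, and with the unweighted median into 780 higher and 719 lower. Of the stationary calls, 1606 were not well above background in Cy3 on any mutant array. The 75 probes of Table S1, which the study chose on these samples, include 19 past the threshold over all probes in the exponential phase and 52 adjusted over the list alone, which is not independent evidence. Of the 75 probes, 33 were lower and 42 higher in the mutant in the exponential phase. Among them 11 were lower in the stationary phase, where 47 passed the threshold over all probes and 48 did when adjusted over the list alone.

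The probe of the aminotransferase, SCO0401, rose from an exponential M_g_ of -3.57 ± 0.20 (SD, n = 4 arrays) to -0.54 ± 0.23 (SD, n = 4), an M_c_ of 3.03 (standard error 0.55, adjusted p = 0.00135). In the stationary phase it was not well above background on any wild-type array, and the Cy3 signal of the mutant was at least 5.77-fold higher. The probe of the methyltransferase, SCO0392, had an exponential M_c_ of 2.95 (standard error 0.54, adjusted p = 0.00135), from -4.05 ± 0.35 to -1.10 ± 0.13. Its stationary M_c_ was 3.46 (standard error 0.54, adjusted p = 3.32e-06). In both probes and both phases, every mutant array lay above every wild-type array. Relative to the median of the *S. coelicolor* probes the exponential M_c_ was 2.59 for SCO0401 and 2.51 for SCO0392. The largest exponential rises were those of SCO0382 (M_c_ 3.78), SCO0383 (M_c_ 3.59) and SCO0388 (M_c_ 3.48). After *glnII* and *glnA*, the third fall past the threshold was that of SCO5446, with an M_c_ of -3.17 (adjusted p = 0.0448), a call lost whenever any 1 array was left out. The SCO6517 probe was called as higher in the stationary phase, but it was not well above background on any wild-type array, so no fold and no bound are given.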

Genes for membrane proteins or for hypothetical proteins were also found to be underexpressed; but some were overexpressed, including the orthologous aminotransferase encoded by SCLAV_5663 (M_c_ 2.63) and the methyltransferase encoded by SCLAV_5654 (M_c_ 2.56) (Supporting Information Table S1).

### Validation studies

#### Quantitative reverse transcription polymerase chain reaction (qRT-PCR)

The validation of many genes differentially expressed in this transcriptomic analysis has already been carried out using proteomics or qRT-PCR (Santamarta *et al*., 2011). Such is the case for all the downregulated genes of the CA pathway and for the *lat*, *cmcI*, *cefD* or *cmcT* genes in the cephamycin C gene cluster.

Other differentially regulated genes present in Table 1 and Supporting Information Table S1 were validated by qRT-PCR performed on reverse-transcribed RNA samples. A total of 15 genes (*pcbC*, *pcd*, *claR*, *ceaS2*, *blip*, *hlmI*, *hlmA*, *gapA2*, *glnA1*, *glnA2*, SCLAV_4359, SCLAV_3668, *mprA2*, SCLAV_5661 and, as control, *hrdB*) were chosen for analysis (Fig. 2). The Pearson's correlation coefficient (R^2^ = 0.9243) between M_c_ values and relative expression values of qRT-PCR indicates a good validation of the results.

**Figure 2:**
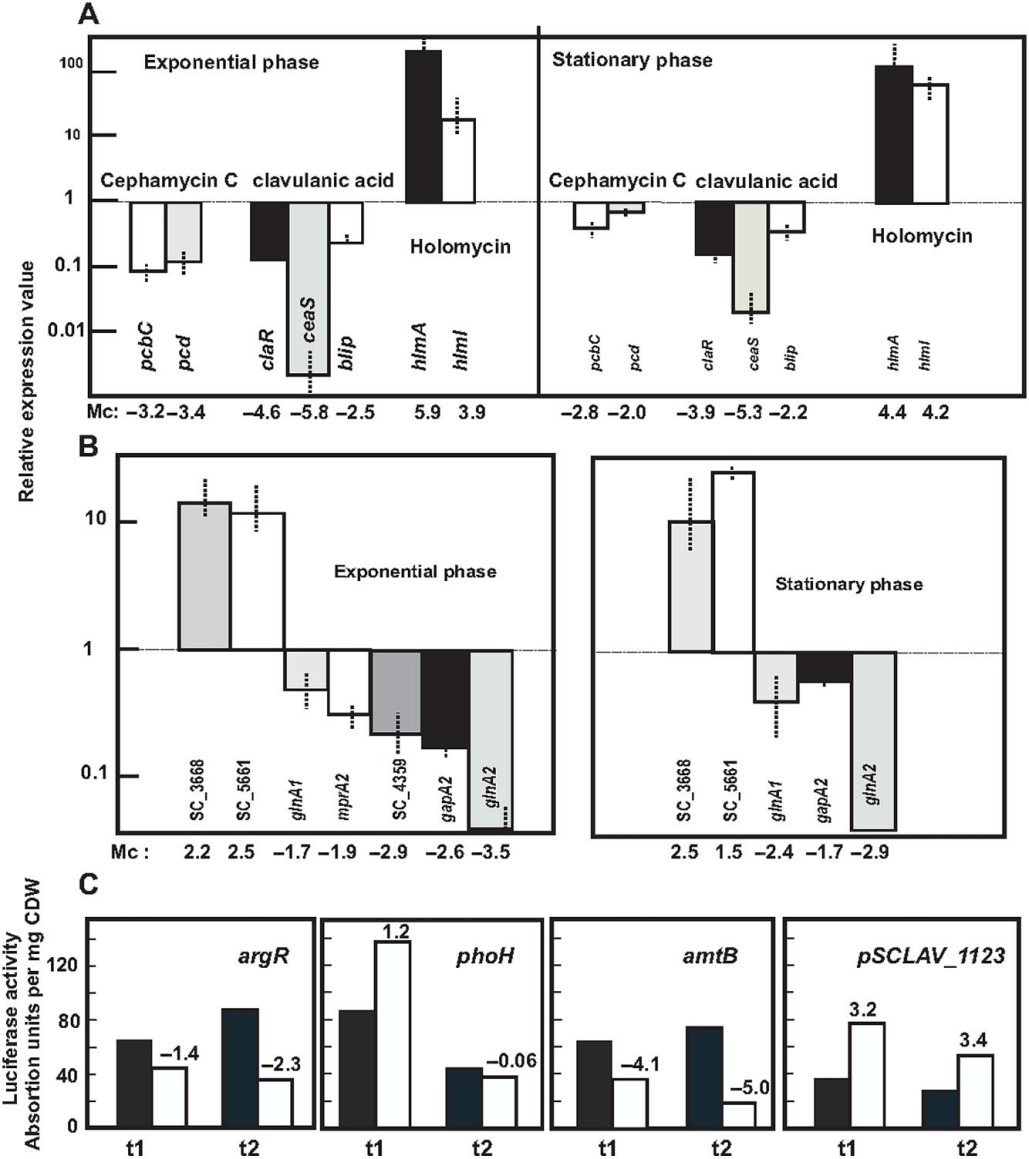
Validation of the microarray results by qRT-PCR. Quantitative RT-PCR of genes indicated below using the oligonucleotides shown in Supporting Information Table S2. The relative values are referred to 1, assigned relative value for the expression of each gene in *S. clavuligerus* ATCC 27064. Error bars were calculated by measuring the standard deviation among biological replicates of each sample. A. Antibiotic biosynthesis genes. B. Miscellaneous genes indicated below. C. Validation of the microarray data using the luciferase coupled method. *Streptomyces clavuligerus* ATCC 27064 (black bars); *S*. *clavuligerus* Δ*ccaR::tsr* (white bars). The numbers indicate for each gene the relative M_c_ values of *S*. *clavuligerus* Δ*ccaR::tsr* for each gene.

#### Luciferase activity

Promoters of the *argR*, *phoH*, *amtB* and SCLAV_p1123 genes were coupled to the *luxAB* genes and the constructions were introduced in *S. clavuligerus* ATCC 27064 and *S. clavuligerus* Δ*ccaR::tsr.* Luciferase activity was lower in *S. clavuligerus* Δ*ccaR::tsr* when the *luxAB* genes were expressed from the *argR* and *phoH* promoters (Fig. 2C) and higher when expression was carried out from the *amtB* and SCLAV_p1123 promoters in agreement with the results obtained in the transcriptomic experiments. The correlation index between the data obtained, measuring luciferase activity and the M_c_ values of the respective genes, was 0.796. Luciferase activity differed slightly from the expected data of the microarrays when the enzyme was formed in the stationary phase using the *phoH* promoter.

## Discussion

A transcriptomic study reveals the complete gene expression in a micro-organism, allowing the comparison of overproducing strains and wild-type strains (Medema *et al*., 2010). However, while this method is convenient for understanding the metabolic flow in industrial strains, these strains have been obtained through heavy mutagenesis and selection programs; therefore, the final results observed might not be targeted at a particular mutation but derive from indirect effects of randomly mutated genes.

In this study, we compared the wild-type strain *S. clavuligerus* ATCC 27064 and a *ccaR*-deleted mutant obtained by molecular methods (Alexander and Jensen, 1998). As expected, the CA and cephamycin C biosynthesis genes are strongly downregulated in the mutant in agreement with the activator effect found previously for CcaR (Pérez-Llarena *et al*., 1997; Santamarta *et al*., 2011). These differences are very marked (a 37-fold decrease in the exponential phase) for all the CA biosynthesis genes, or the cephamycin biosynthesis genes (559-fold) but lower (average 1.6 fold) for genes located at the ends of the clusters (*orf18*, *orf19*, *orf20*, *pcbR*, *pbpA*), which are supposed to be involved in β-lactam antibiotic resistance. Interestingly, two genes encoding β-lactamase inhibitory proteins, *blip* and *blp*, are downregulated in the mutant. This is the first description of a relationship between CcaR and *blip* expression, a gene located outside the CA cluster. According to the transcriptomic data, *blip* is expressed as an independent gene. A putative heptameric sequence for CcaR binding is present 104 bp upstream of *blip*, suggesting a direct effect of CcaR on the expression of this gene; however, electrophoretic mobility shift assay analysis has to be performed to confirm this hypothesis. The function of the *blp*-encoded protein has not been clearly elucidated (Thai *et al*., 2001), but this gene is strongly downregulated in the *ccaR*-mutant, perhaps due to a co-transcription with the *ccaR* gene located upstream.

Medema and colleagues (2010) found several uncharacterized gene clusters, including one for secondary metabolism, that were overexpressed in the high-producing strain. The opposite is found in *S. clavuligerus* Δ*ccaR*::*tsr*, in which all the genes for holomycin biosynthesis (*hlmA* to *hlmM*) are overexpressed (average values of 32-fold) confirming that the *ccaR*-knockout mutant produces more holomycin than the wild-type strain (Fuente *et al*., 2002; Robles-Reglero *et al*., 2013). These results agree with those of Chen and colleagues (2009) who reported an overexpression of the filipin biosynthesis genes in an *ave1*-disrupted mutant unable to produce avermectin and suggest that precursor and energy flow might be directed to the production of a different secondary metabolite once the most abundant metabolite pathway has been disrupted.

Expression of the clavams biosynthesis cluster or the ‘paralogous’ CA cluster, including the *cvm7 gene*, encoding a LAL regulator, was weakly downregulated except for the *cas1* and *orf8* genes, encoding the clavaminate synthetase1 isoenzyme and a serine hydroxymethyltransferase, which were strongly downregulated. This result contrasts with that of Medema and colleagues (2010) who described a significant overexpression of all these genes in the CA overproducing mutant that overexpresses *ccaR*.

The effects of CcaR absence on the transcription of *S. clavuligerus* primary metabolism genes are validated by the parallel transcription results for *S. coelicolor* genes present in the microarray.

Clavulanic acid is formed from arginine and a C3 compound derived from glycerol. All genes for arginine biosynthesis are strongly downregulated in the mutant suggesting that cells detect the lack of arginine requirement for CA biosynthesis in the *ccaR*-deleted mutant and shut down the arginine pathway. Genes for glycerol utilization (*glpF2, glpK2*) are expressed in the CA non-producing mutants in the order of 0.4-fold in relation to the control strain, which is a small reduction if compared with the two-fold expression increase observed for these genes by Medema and colleagues (2010) in the high CA-producing strain; however, our result in the *gap2* gene, for glyceraldehyde-3-phosphate dehydrogenase 2, indicates that this gene is downregulated (0.16-fold), confirming what was observed by Medema and colleagues (2010) in the high CA-producing strain and the relevance of *gap2*-disruption in increasing the glyceraldehyde-3-phoshate required for CA production (Li and Townsend, 2006).

In summary, our results confirm most of those previously obtained for a CcaR overproducing strain. CcaR binds heptameric sequences in many CA and cephamycin C genes. However, no clear heptameric sequences have been found in nitrogen metabolism genes, genes controlling energy flow or genes for the antibiotic precursors suggesting that the lack of CA and cephamycin C production directly affects the flow of these pathways.

## Experimental procedures

### Culture conditions

*Streptomyces clavuligerus* ATCC 27064 and the mutants *S. clavuligerus ΔccaR::tsr* (Alexander and Jensen, 1998) and *S. clavuligerus ccaR::aph* (Pérez-Llarena *et al*., 1997) were used in this work. Strain *S. clavuligerus ΔccaR::tsr* was chosen for the transcriptomic experiments because the *ccaR* was deleted. To determine the more homogeneous and repetitive conditions for RNA sampling, the wild-type strain and *S. clavuligerus* Δ*ccaR::tsr* were grown in SA medium and DNA, cell dry weight and antibiotics production were analyzed. Trypticase soy broth medium (100 ml) was inoculated with 1 ml of frozen mycelia, and the culture was grown to an OD_600nm_ of 6.5. This culture was used to inoculate (5% v/v) 500 ml baffled flasks containing 100 ml of semidefined SA medium (Aidoo *et al*., 1994). The cultures were maintained at 28°C with 220 r.p.m. shaking. Exponential phase sampling was done when the cultures reached a DNA content of 75 and 80 μg ml^−1^ in the wild type and the mutant (24 and 32 h respectively) and 160 and 170 μg DNA ml^−1^ in the wild type and the mutant for the early stationary phase (40 and 50 h respectively) (Fig. 1).

### RNA isolation and purification

Samples (2 ml) from *S. clavuligerus* ATCC 27064 and *S. clavuligerus ΔccaR::tsr* in the exponential and stationary growth phase in SA medium were stabilized with two volumes of RNA Protect Bacteria Reagent (Qiagen) for 5 min, then 1% β-mercaptoethanol was added. The samples were treated as indicated by Álvarez-Álvarez and colleagues (2013).

### Labelling and microarray hybridizations

*Streptomyces clavuligerus* microarrays were obtained from Agilent Technologies (Santa Clara, CA, USA), in the Agilent 8 × 15K format. They include *S. clavuligerus* quadruple probes for about 800 genes and intergenic regions of some clusters involved in secondary metabolism, and also duplicated probes for 7728 chromosomal genes (out of 7825) of the *S. coelicolor* genome. Four biological replicates were made for each condition (two strains and two growth times). Labelling reactions were performed according to the recommendations described by BioPrime Array CGH Genomic Labelling Systems (Life Technologies, Carlsbad, CA, USA). Total RNA was labelled with Cy3-dCTP (Amersham, Freiburg, Germany) using random primers and Superscript II reverse transcriptase (Invitrogen, Carlsbad, CA, USA). Genomic deoxyribonucleic acid (gDNA) was labelled with Cy5-dCTP (Amersham) from random primers extended with the Klenow fragment of DNA polymerase (Roche, Basel, Switzerland). The final products were purified with MinElute columns (Qiagen, Venlo, the Netherlands) and labelling efficiencies were quantified spectrophotometrically. Cy3-cDNA (300 ng) and Cy5-labelled gDNA (10 pmol) were mixed, vacuum dried, resuspended in 32 μL of hybridization solution (Agilent) and applied on the microarray surface. Hybridizations were carried out at 55°C and extended to 60 h to improve the quality of the results (Sartor *et al*., 2004). Washing, scanning with an Agilent DNA Microarray Scanner G2565BA and image quantification were carried out as indicated previously (Rodríguez-García *et al*., 2007).

### Identification of differentially transcribed genes and transcription profile classification

Microarray data were normalized and analyzed with the Bioconductor package limma (Smyth and Speed, 2003; Smyth, 2004). Weighted median was applied within arrays. Weights were assigned as follows: 1, probes corresponding to *S. coelicolor* genes showing a raw Cy3 intensity value higher than 2000; 0.25, probes corresponding to *S. clavuligerus* genes; and 0, the remaining probes. The normalized log_2_ of Cy3/Cy5 intensities is referred to as the M_g_ value, which is proportional to the abundance of transcripts for a particular gene (Mehra *et al*., 2006). The procedure by Smyth and colleagues (2005) to include the information from within-array replicates was applied to the set of quadruple probes. The M_g_ transcription values of the four experimental conditions were compared using two contrasts, mutant *versus* wild type, corresponding to the two studied growth phases (exponential and stationary). For each gene, the M_c_ value is the binary log of the differential transcription between the mutant and the wild strain. A positive M_c_ value indicates upregulation, and a negative one, downregulation. False discovery rate (FDR) correction for multiple testing was applied. A result was considered as statistically significant if the FDR-corrected *P*-value < 0.05. The microarray data have been deposited in National Center for Biotechnology Information-Gene Expression Omnibus under accession number GSE51435.

### qRT-PCR

The oligonucleotide primers used in this work are shown in Table S2 (Supporting Information). All PCR reactions were performed using total DNA of *S. clavuligerus* strains as a template in a T-gradient (Biometra, Goettingen, Germany) thermocycler. The PCR reaction (30 μl) was performed as described by Kieser and colleagues (2000), and contained 300 ng DNA template, 0.5 mM each oligonucleotide, 28 mM each dGTP and dCTP, 12 mM each dATP and dTTP, 1 mM MgCl_2_, dimethylsulfoxide 5%, and 0.8 U Taq DNA polymerase. The amplification programme was as follows: after a step of 95°C for 30 s, the annealing temperature was reduced in a touchdown of 1°C from 60°C to 55°C in one cycle, with an annealing time of 30 s; an annealing temperature of 55°C was used in the next 25 cycles with an extension step of 1 min at 72°C. Quantification and purity analysis of all PCR products was determined using a NanoDrop ND-1000 Spectrophotometer (Thermo Scientific, Waltham, MA, USA).

Gene expression analysis by qRT-PCR was performed as previously described (López-García *et al*., 2010). *Streptomyces clavuligerus* RNA was obtained in the same way as that used for microarray experiments. RNA samples were prepared using RNeasy mini-spin columns. The samples were treated with DNase I (Qiagen) and Turbo DNase (Ambion, Carlsbad, CA, USA) to eliminate DNA. Negative controls on qRT-PCR amplification (to confirm the absence of contaminating DNA) were carried out with each set of primers. The efficiency of the primers used was measured by serial dilution of genomic DNA as template. Relative quantification of gene expression was performed by the ΔΔC_t_ method (Livak and Schmittgen, 2001), using the constitutive housekeeping gene *hrdB* as reference (Buttner *et al*., 1990).

### Luciferase assay

For luciferase reporter analysis, promoter regions were amplified with primers containing NdeI and BamHI restriction sites (Supporting Information Table S2) to clone the promoters in the ATG codon of the *luxA* gene in pLUXAR-neo. Cultures of *S. clavuligerus* exconjugants harbouring the promoter–probe constructs were carried out in SA medium. Sample treatment and the luciferase assays were done as described by Pérez-Redondo and colleagues (2012). At least two different cultures from the same strain were analyzed for luminescence production and measured in triplicate.

# Supplementary material for: Transcriptomic analysis of Streptomyces clavuligerus ΔccaR::tsr: effects of the cephamycin C-clavulanic acid cluster regulator CcaR on global regulation
**Source:** Microb Biotechnol. 2014 Jan 22;7(3):221–31. doi: 10.1111/1751-7915.12109
**Supplement:** Table S1 — Expression of S. clavuligerus genes as detected by hybridization in microarrays with S. coelicolor probes

**Transcriptomic analysis of *Streptomyces clavuligerus* *ccaR::tsr*: effects of CcaR in global regulation.**

Álvarez-Álvarez, R.1,2, Rodríguez-García, A.1,2, Santamarta, I.2, Pérez-Redondo, R.2, Prieto-Domínguez, A.1 , Martínez-Burgo, Y.1, and Liras, P.1,2

**Table S1. Expression of *S. clavuligerus* genes as detected by hybridization in microarrays with *S.coelicolor* probes**

# Supplementary material for: Transcriptomic analysis of Streptomyces clavuligerus ΔccaR::tsr: effects of the cephamycin C-clavulanic acid cluster regulator CcaR on global regulation
**Source:** Microb Biotechnol. 2014 Jan 22;7(3):221–31. doi: 10.1111/1751-7915.12109
**Supplement:** Table S2 — Oligonucleotides used in this work

**Transcriptomic analysis of *Streptomyces clavuligerus* *ccaR::tsr*: effects of CcaR in global regulation.**

Álvarez-Álvarez, R.1,2, Rodríguez-García, A.1,2, Santamarta, I.2, Pérez-Redondo, R.2, Prieto-Domínguez, A.1 , Martínez-Burgo, Y.1, and Liras, P.1,2

**Table S2. Oligonucleotides used in this work**

|  | **Sequence (5´ to 3´)** | **Product size (bp)** | **Annealing temperature (ºC)** |
| --- | --- | --- | --- |
| Q*pcbC*-D | GACCGACCAGGAGAAGCAC |  |  |
| Q*pcbC*-R | CGGGTTGAGGTAACAGAAGG | 127 | 62 |
| Q*pcd*-D | CTGGGCGTGGTCGGTGT |  |  |
| Q*pcd*-R | GCGGTCAGCGGGGTCAG | 128 | 64 |
| Q*blip-*D | GTCGTTCGGGGACAGCA |  |  |
| Q*blip-*R | AACTTGGCGAGGGTGAG | 162 | 64 |
| Q*gap2*-D | ATCCTCAAGACCCACCGTTT |  |  |
| Q*gap2*-R | GTGAACTCCTCCACCGTCAG | 179 | 62 |
| Q*glnA2*-D | GGACGGGAGTAGGAGGAGTT |  |  |
| Q*glnA2*-R | AAACCACGGATGGACGAG | 192 | 64 |
| Q*glnA1*-D | GACGGCTCCAGGGCAAG |  |  |
| Q*glnA1*-R | GACGGTGTTCATCTCGGTGT | 113 | 64 |
| QSclav_4359-D | ACGCCTTCTGGACCGACA |  |  |
| QSclav_4359-R | CCCCGCTGTAGATGAGACC | 144 | 62 |
| QSclav_3668-D | GAGCCCGACAACTATCTGGA |  |  |
| QSclav_3668-R | CGTGCGAGACGAAGAGGAC | 91 | 64 |
| Q*mprA2-*D | CAGGCGGTCGTCAAGTC |  |  |
| Q*mprA2-*R | CTATCTGGGTGCGGAAGGT | 109 | 64 |
| QSCLAV_5661-D | CGGCGAACTCTTCAAATGG |  |  |
| QSCLAV_5661-R | GCGTGGGCGAGGATGAC | 108 | 62 |
| Q*hlmA-*D | GGAGTTCATACGGGGTGAGG |  |  |
| Q*hlmA-*R | TACGGGCAGTGGAGCAGA | 195 | 64 |
| Q*hlmI-*D | GCCGTCTCCATCGTCAAC |  |  |
| Q*hlmI-*R | AACCCGTGCGTCTCGTAGT | 178 | 62 |
| Q*ceaS2-*D | GCCGAGCGCCTGAACATCC |  |  |
| Q*ceaS2-*R | GCGGTCCACCGGGGCAACAT | 153 | 60 |
| Q*claR-*D | CGGGCGGCGGTTCTT |  |  |
| Q*claR-*R | TCGTCGAGCAGGGGTTCC | 123 | 60 |
| Q*hrdB-*D | CGCGGCATGCTCTTCCT |  |  |
| Q*hrdB-*R | AGGTGGCGTACGTGGAGAAC | 109 | 60 |
| argR-lux_D | CGCGGATCCATCTCGGAGCATCTGAC |  |  |
| argR-lux_R | CTGCATATGAGACAGCGACGTCTCATTA | 147 | 60 to 55 |
| phoH-lux_D | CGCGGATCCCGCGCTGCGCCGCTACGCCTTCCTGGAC |  |  |
| phoH-lux_R | GCGCATATGTCCCGTTGCAGGGTTCTCG | 277 | 60 to 55 |
| amtB_lux_D | CGCGGATCCCTTCGTCACCCCCGTGAA |  |  |
| amtB_lux_R | GAGCATATGCGACTCCTCGTCGTCGGTGCG | 146 | 60 to 55 |
| Sc_p1123_lux_D | CGCGGATCCTGGCCACGTCGGGGACG |  |  |
| Sc_p1123_lux_R | CCGCATATGCGGAACGAGGCGGCACCAC | 244 | 60 to 55 |

How the deposited data were processed for this re-analysis (not part of the article)

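Expression was measured on 2-colour Agilent arrays in wild-type *S. clavuligerus* and in 2 mutant strains, Δ*ccaR::tsr* and an *oppA2::aph* strain, in the exponential and the stationary phase, with 4 arrays for each of the 3 strains in each phase and 24 arrays in all. The paper reports on the wild type and Δ*ccaR::tsr*, and the *oppA2::aph* arrays were used in the closing section and in the alternative with all 24 arrays in the fit. Samples were assigned to conditions and replicate numbers from the sample labels and the paper, and no sample was left unassigned. In the files, the exponential arrays lie on 2 slides and the stationary arrays on 2 others.

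The authors deposited, for each array, the intensity of every spot as read by the Agilent Feature Extraction software, in a channel for Cy3 (cDNA) and a channel for Cy5 (genomic DNA), with background and quality flags and without normalization. The files name a scanner model other than the one in the paper, and the arrays of 1 exponential slide were read with another protocol version than the rest. The authors also deposited a table of normalized log2 values. Set against the scanner intensities, these equal the log2 of Cy3/Cy5 mean signals without background correction plus 1 constant for each array. The constants were not returned by the weights that the paper states. The difference between the deposited constants and those of the stated weights lay between 0.33 and 0.72 (log2) on the wild-type exponential arrays and between 0.04 and 0.47 on the mutant exponential arrays. On the stationary arrays it lay between 0.48 and 2.52 in the wild type and between -1.06 and -0.34 in the mutant. 

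From the scanner intensities, mean signals were corrected with normexp (offset 50) on the median local background. Control spots and spots with outlier flags were then left out. Log2 of Cy3/Cy5 was centred within each array by a weighted median, with a weight of 1 for *S. coelicolor* probes with a raw Cy3 intensity above 2000, 0.25 for *S. clavuligerus* gene probes and 0 for the rest. The result is M_g_, and M_c_ is the mutant minus the wild type. A linear model with 1 mean for each of 4 groups was fitted to 16 arrays with limma 3.58.1 (lmFit, contrasts and eBayes) in R 4.3.3. For the 737 *S. clavuligerus* genes with 4 spots, duplicateCorrelation took the spots as within-array replicates, although in 736 of them the spots are different sequences. Genes with 3 spots (14 genes), 2 spots (6 genes) or 1 spot (10 genes) were fitted on the mean of their spots. *Streptomyces coelicolor* genes had 1 spot each on these arrays. P-values were adjusted by Benjamini-Hochberg over the 767 *S. clavuligerus* genes, or over the *S. coelicolor* probes, within each contrast, and an adjusted p under 0.05 was called. The 3155 spots whose identifiers carry the letters RI were read as the probes of intergenic regions that the paper describes, and were tested 1 by 1. The *nuo* average is the mean M_g_ of 7 probes per array, tested by an exact two-sided permutation test over all 70 assignments of the arrays. Where a probe was well above background on no array of a group, a lower bound of the fold was computed per channel after loess and Aquantile, and no fold was given where that bound was under 1 or both groups were dim.

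The rule for the genes named in the text was fixed before the data were examined. It takes the genes that the sentences of the paper's results name, the genes of its qRT-PCR and luciferase experiments, and the 3 largest rises and 3 largest falls of each contrast and probe set among called genes whose 4 mutant arrays all lie on one side of the wild type. *Streptomyces clavuligerus* identifiers are not paired with names in the files, so of the last kind 2 identifiers that rose and 2 that fell are printed, and names were taken from the 5 of 30 qRT-PCR primers in Table S2 that lie whole inside a probe, which gave 4 genes. Names were not taken by matching values with Table 1. All other *S. clavuligerus* genes named in the paper, the averages of their groups and the comparison of *S. coelicolor* with *S. clavuligerus* probes of one gene are not analysed here.

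The procedure was tested on simulated data with 200 changed genes. Of *S. clavuligerus* genes changed by 1, 2 and 3 on the log2 scale, 26.2%, 82.1% and 93.1% were called with the right sign among 767 genes, and 9.21% of the calls were unchanged genes. Of *S. coelicolor* probes, 4.29%, 48.4% and 88.2% were called among 7788, and 4.12% of the calls were unchanged. In a contrast with no simulated change, 6 *S. clavuligerus* genes and 0 *S. coelicolor* probes were called. In this simulation, changes of 1 on the log2 scale were therefore mostly missed. The spread of each gene was taken over all 16 arrays, with wild-type stationary replicate 2 among them. Arrays were simulated as independent, without slides and without shifts of whole arrays. The shares hold for that setting and do not give the power or the false calls of 1 phase alone. Arrays give no read depth, and the precision rests on the number of arrays and on signal over background: a median of 98.2% of the *S. clavuligerus* gene spots and 31.8% of the *S. coelicolor* spots were well above background in Cy3 on the wild-type exponential arrays, and 93.0% and 21.6% on the mutant stationary arrays.

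Whether replicate numbers pair the arrays was checked by the correlation, across genes, of the deviations of same-numbered arrays from their group means. In the exponential phase it lay between 0.459 and 0.583 for the mutant and the wild type, and all 4 pairs were over 0.1, so the numbers were taken as pairing the arrays. Arrays of the same slide with different numbers had a median correlation of 0.509, so this pairing is that of the slide as far as can be seen. In the stationary phase the correlation lay between 0.0342 and 0.324, and 2 of 4 pairs were over 0.1.

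The alternatives fixed before the data were examined were no background correction, normexp with an offset of 0, the processed signals of the scanner software, the unweighted median, loess, the Cy3 channel alone with quantile normalization, the deposited normalized values, a filter on dim probes in Cy3, the slide as a block, the replicate number as a block, spots averaged, adjustment over both probe sets together, all 24 arrays or the 8 arrays of the phase in the fit, an added minimum M_c_ of 1 in size, and each array left out in turn. Another 4 were added after the data were seen: centring on the *S. clavuligerus* gene probes, the deposited values recentred in that way, 1 mean per strain and slide, and a filter on both channels. For the deposited constants, other sets of probes were also tried as the centre, and none returned them.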

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

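The tests on wild-type stationary replicate 2, on the centring of the arrays and on dim probes were chosen after the results were seen, and the others before.

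Wild-type stationary replicate 2 lay apart from the other arrays of its group. Its median Cy3 intensity was 2607 over the *S. clavuligerus* gene probes, 1438.5 over the *S. coelicolor* gene probes and 535 over the negative controls, and 19.6% of its *S. clavuligerus* gene spots were well above background. Its median M_g_ over the *S. clavuligerus* genes was -3.14. Of 176 groups of 4 arrays examined for 1 array far from the rest, 23 had one, where chance gives about 1 in 20 groups if groups are independent. These are not, since they share arrays, and this array led 17 of the 23. The tables argue against a mutant array in its place: centred on the *S. clavuligerus* gene probes, its lowest correlation across genes with another wild-type stationary array exceeded its highest with a mutant stationary array by 0.0290 (0.712 against 0.683). This margin is small, and the correlation with replicate 1, on the same slide, was 0.945. Signal that is not specific to the probes remains a candidate explanation, since the negative controls were raised in both channels, to 535 in Cy3 and 558 in Cy5. On the other 23 arrays they lay between 62.5 and 119 in Cy3 and between 59.5 and 81.7 in Cy5, and the smaller ratio to the highest of the others was 4.49. No biological explanation was tested, because the design gives none for 1 array of a group.

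The same array was the far one for these named probes, with its M_g_: *ureAB* -5.42, *nuoF* -0.45, *nuoJ* -1.22, *nuoL* -1.52, *nuoN* -1.99, SCO0401 -5.76, SCO0392 -5.76, *adpA* -0.78, SCO6512 -4.12, SCO0399 -4.85, *hrdB* -1.38 and SCO0386 -3.68. Other arrays far from their group were wild-type stationary replicate 1 for *dhsB2* (-0.49) and for the gene with the *hlmA* primers (0.56), mutant exponential replicate 4 for *dhsB2* (-2.11) and wild-type exponential replicate 4 for SCO4737 (-1.80). Mutant exponential replicate 2 had a median Cy3 intensity of 166 over the *S. coelicolor* gene probes and of 116 over the negative controls. For these single arrays no explanation was tested.

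The change in the mutant differed between the phases in 50 *S. clavuligerus* genes (interaction contrast of limma, adjusted p under 0.05), and in all 50 the M_c_ was higher in the stationary phase. Among the named genes the stationary fall was smaller than the exponential fall by 2.47 in scv_CMC11 (adjusted p = 0.00751) and by 3.19 in scv_CMC12 (adjusted p = 0.00751). In scv_CMC11 the wild-type M_g_ was 3.46 in the exponential and 1.27 in the stationary phase, and that of the mutant was -3.74 and -3.46. Without stationary wild-type replicate 2 the stationary M_c_ was -5.78 in scv_CMC11 and -4.76 in scv_CMC12. The SCO0386 and SCO4737 probes also passed, with fitted differences of 3.54 (adjusted p = 0.0475) and 4.09 (adjusted p = 0.0345), but neither was well above background on any stationary array, so these are not measured sizes and no fold is given. The direction of the 50 depended on the centring, with 22 higher and 92 lower under the unweighted median and 17 higher and 181 lower with the deposited values. Without stationary wild-type replicate 2 there were 88 (79 higher, 9 lower), and without stationary wild-type replicate 4 there were 100. With spots averaged, limma called 0. With the slide as a block there were 82 (81 higher, 1 lower). The stationary arrays also lay on other slides than the exponential ones. Every slide held wild-type and mutant arrays in equal number, so a shift common to its arrays cancels in M_c_ and cannot account for the difference. A slide effect that is not equal in both strains was not tested. It stays open together with a true difference between the phases.

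Among stationary results, 88.4% of the calls among *S. clavuligerus* genes and nearly all of the 2211 calls among *S. coelicolor* probes were higher in the mutant. For *S. clavuligerus* genes the share of higher calls moved by -31.4 points when arrays were centred on the *S. clavuligerus* gene probes, and by -69.1 and -79.6 points with the unweighted median and the deposited values. For *S. coelicolor* probes, centring on the *S. clavuligerus* gene probes was tried first and moved the share by -3.0 points, and the unweighted median (-47.9 points) and the deposited values (-73.6 points) were added to the test after that value was seen. These moves decide nothing on the source of the one-sided split, because a recentring adds 1 constant to all probes of an array and the share has to follow the constants. Centring and a true shift therefore cannot be told apart by them. Part of the one-sided split rested on wild-type replicate 2: without it there were 244 higher and 98 lower *S. clavuligerus* genes, and 2445 higher and 148 lower *S. coelicolor* probes. On that array 2490 *S. coelicolor* probes had a raw Cy3 above 2000 and so a weight of 1. On the other stationary arrays they numbered between 286 and 368 in the wild type and between 181 and 242 in the mutant. The raised signal of that array therefore entered its own centre. Probes that were dim in both channels on all 8 stationary arrays, 3076 of 7786, had a median M_c_ of 1.02, and of 0.24 without that array, so this test rests on 1 array and decides nothing on a shift where no transcript was measured. Probes dim in both channels are not the whole cause, because 152 of the 2211 calls were among them. By a wider measure, 1606 of the 2211 calls were not well above background in Cy3 on any mutant array. With the filter on dim probes in Cy3 there were 1010 calls, 1008 of them higher. Without wild-type replicate 2, 858 probes bright in both channels on the other 7 arrays had a median M_c_ of 0.56, with 367 of 429 calls higher. A larger amount of many transcripts per genomic DNA in the mutant stays open and was not tested.

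Regroupings of the 8 arrays of a phase into 4 and 4 were used to ask whether chance gives as many calls, over 35 splits with the real one. For the 81 exponential and 302 stationary *S. clavuligerus* genes and for the 2211 stationary *S. coelicolor* probes, 1 split, the real one, gave as many calls. This argues against chance but does not exclude it. A share of 1 in 35 is the smallest that the splits can give, and no adjustment was made for the number of results. Arrays of a slide also lay close together, so the arrays are not freely exchangeable. The largest other splits gave 25, 118 and 387. For the 20 exponential *S. coelicolor* probes 2 splits did, with 32 calls in the other, and chance cannot be excluded. The split that follows the slide gave 3 and 59 calls among *S. clavuligerus* genes and 9 and 0 among *S. coelicolor* probes in the exponential and stationary phase. Among the 8 exponential splits that part all 4 pairs of equal numbers, 1, the real one, gave as many calls for the *S. clavuligerus* genes and for the *S. coelicolor* probes. The other splits keep some pairs together. A share of 1 in 8 is the smallest that these 8 splits can give. Where the splits argue against chance for an exponential count, this holds over the 35 splits that ignore the pairing and not within the pairs. In no phase did the slide split reach the real one.

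The *oppA2::aph* strain, on which the paper does not report, had 160 changed *S. clavuligerus* genes in the exponential phase (31 higher, 129 lower) and 341 in the stationary phase (167 higher, 174 lower). Without wild-type stationary replicate 2 the stationary number was 469 (122 higher, 347 lower). In both phases 1 of 35 splits, the real one, gave as many calls, which argues against chance within the same limits. The largest other split gave 38 calls in the exponential phase and 318 in the stationary phase, close to the real number there, and the slide split gave 5 and 69. The strain kept its own column of the slides, and 0 strains were hybridised in more than 1 column, so position and strain cannot be told apart for these changes or for those of Δ*ccaR::tsr*.

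The spots read as intergenic regions of *S. clavuligerus*, which the paper does not discuss, gave 1115 changes of 3155 in the exponential phase (9 higher, 1106 lower) and 700 in the stationary phase (130 higher, 570 lower). In the exponential phase 1 of 35 splits gave as many calls and the largest other split gave 0, which argues against chance within the same limits. In the stationary phase 5 of 35 did, up to 1395 calls, and chance cannot be excluded. Without wild-type stationary replicate 2 the stationary number was 1430 (165 higher, 1265 lower). The arrays do not tell whether these spots measured transcripts that run on from genes nearby, and this was not tested.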

How the results depend on the processing

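Centring on the *S. clavuligerus* gene probes, the deposited values recentred in that way, 1 mean per strain and slide and the filter on both channels were chosen after seeing the data. The other alternatives were set before.

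The number of *S. clavuligerus* genes called in the stationary phase was 302 and lay between 145 and 498 over all alternatives run apart from single arrays left out, and in the exponential phase it was 81 and lay between 60 and 406. For the 37 named genes, 469 of the exponential M_c_ values under the alternatives set before the data were examined kept their direction and their side of the threshold, 10 lost the threshold, 25 gained it and 12 reversed. In the stationary phase 407 kept both, 20 lost the threshold, 34 gained it and 55 reversed. The cause was not tested for any change listed here, except that fewer arrays or fewer genes enter a test by the construction of some alternatives.

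With the processed signals of the scanner software, there were 134 *S. clavuligerus* genes (81 higher, 53 lower) in the exponential phase. In stationary cultures there were 488 *S. coelicolor* probes (408 higher, 80 lower) and 1479 intergenic spots (347 higher, 1132 lower). It gave 32 genes whose change differed between phases (31 higher, 1 lower). The *nuo* average was then -0.19 in the exponential phase. Reversed exponential M_c_ values were those of SCO6247 (-0.66) and *nuoE* (0.42). The stationary M_c_ changed its sign for *ureAB* (-2.10), SCO6247 (-0.58), *gap2* (-0.12), *nuoJ* (-1.44), *nuoK* (-0.060), *nuoM* (-1.72), *adpA* (-2.12), *hrdB* (-0.11) and SCO5446 (0.049).

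With the unweighted median, there were 164 *S. clavuligerus* genes (71 higher, 93 lower), 56 *S. coelicolor* probes (44 higher, 12 lower) and 265 genes changed in the *oppA2::aph* strain (85 higher, 180 lower) in the exponential phase. For the stationary phase it gave 527 genes between the 2 mutants (127 higher, 400 lower) and 2554 intergenic spots (30 higher, 2524 lower). It gave 114 genes whose change differed between phases (22 higher, 92 lower). The *nuo* average was then -1.00 in the exponential phase and -0.13 in the stationary phase. A changed sign was found in the stationary phase for SCO1613 (-1.31), *ureAB* (-0.72), *gap2* (-1.03), *dhsB2* (-1.04), *nuoE* (-0.79), *nuoF* (-0.015), *nuoJ* (-0.28), *nuoM* (-0.38), *adpA* (-1.10) and *hrdB* (-0.49).

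With loess within each array, there were 406 *S. clavuligerus* genes (362 higher, 44 lower), 145 *S. coelicolor* probes (140 higher, 5 lower), 400 genes between the 2 mutants (363 higher, 37 lower) and 1716 intergenic spots (609 higher, 1107 lower) in the exponential phase. Stationary arrays gave 826 *S. coelicolor* probes (610 higher, 216 lower) and 1391 intergenic spots (574 higher, 817 lower). It gave 499 *S. clavuligerus* genes in at least one phase. The *nuo* average was then 0.18 in the exponential phase. A changed sign was found in the exponential phase for *nuoE* (0.90), *nuoF* (0.23), *nuoJ* (0.33), *nuoK* (0.079), *nuoL* (0.061), *nuoN* (0.16) and *hrdB* (0.22). M_c_ values of the stationary phase reversed for SCO6247 (-0.20), *nuoJ* (-1.27), *nuoK* (-0.069), *nuoL* (-0.19), *nuoM* (-2.02), *adpA* (-1.73), SCO4380 (0.059), *hrdB* (-0.0063) and SCO5446 (0.97).

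With the Cy3 channel alone, there were 360 *S. clavuligerus* genes (307 higher, 53 lower), 190 *S. coelicolor* probes (187 higher, 3 lower), 268 genes changed in the *oppA2::aph* strain (101 higher, 167 lower) and 298 genes between the 2 mutants (255 higher, 43 lower) in the exponential phase. Its stationary numbers were 498 *S. clavuligerus* genes (443 higher, 55 lower), 893 *S. coelicolor* probes (627 higher, 266 lower) and 1611 intergenic spots (565 higher, 1046 lower). It gave 539 *S. clavuligerus* genes in at least one phase and 119 genes whose change differed between phases (113 higher, 6 lower). The *nuo* average was then -1.10 in the stationary phase. M_c_ values of the exponential phase reversed for SCO6247 (-0.18), *hrdB* (0.29) and SCO4737 (-0.15). Reversed stationary M_c_ values were those of SCO1613 (-1.88), *ureAB* (-0.073), SCO6247 (-1.19), *nuoE* (-3.35), *nuoJ* (-3.75), *nuoM* (-4.00), *adpA* (-5.04), SCO6512 (-0.077), *hrdB* (-0.056), SCO0386 (-0.13) and SCO4737 (-0.34).

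With the deposited normalized values, there were 173 *S. clavuligerus* genes (56 higher, 117 lower), 45 *S. coelicolor* probes (30 higher, 15 lower), 266 genes changed in the *oppA2::aph* strain (84 higher, 182 lower) and 265 genes between the 2 mutants (130 higher, 135 lower) in the exponential phase. In stationary cultures there were 476 *S. clavuligerus* genes (42 higher, 434 lower), 560 genes between the 2 mutants (119 higher, 441 lower) and 2846 intergenic spots (19 higher, 2827 lower). It gave 515 *S. clavuligerus* genes in at least one phase and 198 genes whose change differed between phases (17 higher, 181 lower). The *nuo* average was then -1.14 in the exponential phase and -0.41 in the stationary phase. The stationary M_c_ changed its sign for SCO1613 (-1.61), *ureAB* (-1.12), *gap2* (-1.44), *dhsB2* (-1.34), *nuoE* (-1.06), *nuoF* (-0.32), *nuoJ* (-0.51), *nuoK* (-0.17), *nuoL* (-0.15), *nuoM* (-0.55), *nuoN* (-0.097), *adpA* (-1.25) and *hrdB* (-0.79).

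With each array centred on the *S. clavuligerus* gene probes, there were 212 *S. clavuligerus* genes (131 higher, 81 lower), 99 *S. coelicolor* probes (92 higher, 7 lower), 289 genes changed in the *oppA2::aph* strain (111 higher, 178 lower) and 251 genes between the 2 mutants (164 higher, 87 lower) in the exponential phase. For the stationary phase it gave 1791 intergenic spots (123 higher, 1668 lower). It gave 108 genes whose change differed between phases (71 higher, 37 lower). A changed sign was found in the stationary phase for SCO1613 (-0.72), *ureAB* (-0.14), *gap2* (-0.45), *dhsB2* (-0.46), *nuoE* (-0.21) and *adpA* (-0.52).

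With the deposited values recentred on the *S. clavuligerus* gene probes, there were 207 *S. clavuligerus* genes (126 higher, 81 lower), 148 *S. coelicolor* probes (141 higher, 7 lower) and 285 genes changed in the *oppA2::aph* strain (110 higher, 175 lower) in the exponential phase. Stationary arrays gave 1781 intergenic spots (127 higher, 1654 lower). It gave 102 genes whose change differed between phases (66 higher, 36 lower). M_c_ values of the stationary phase reversed for SCO1613 (-0.68), *ureAB* (-0.20), *gap2* (-0.52), *dhsB2* (-0.41), *nuoE* (-0.14) and *adpA* (-0.32).

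With only the 8 arrays of the phase in the fit, there were 334 *S. clavuligerus* genes (213 higher, 121 lower), 127 *S. coelicolor* probes (106 higher, 21 lower), 369 genes changed in the *oppA2::aph* strain (115 higher, 254 lower) and 1697 intergenic spots (319 higher, 1378 lower) in the exponential phase. Its stationary numbers were 145 *S. clavuligerus* genes (120 higher, 25 lower), 843 *S. coelicolor* probes (841 higher, 2 lower), 165 genes changed in the *oppA2::aph* strain (65 higher, 100 lower) and 268 intergenic spots (22 higher, 246 lower).

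With the filter on dim probes in Cy3, there were 1010 *S. coelicolor* probes (1008 higher, 2 lower) in the stationary phase.

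With the filter on both channels, there were 1034 *S. coelicolor* probes (1032 higher, 2 lower) in the stationary phase.

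With 1 mean per strain and slide, there were 1399 *S. coelicolor* probes (1395 higher, 4 lower) and 206 intergenic spots (16 higher, 190 lower) in the stationary phase. It gave 8 genes whose change differed between phases (8 higher, 0 lower).

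With all 24 arrays in the fit, there were 3840 *S. coelicolor* probes (3837 higher, 3 lower) and 1102 intergenic spots (307 higher, 795 lower) in the stationary phase. It gave 93 genes whose change differed between phases (93 higher, 0 lower).

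With the slide as a block, there were 82 genes whose change differed between phases (81 higher, 1 lower).

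With spots averaged, there were 0 genes whose change differed between phases.

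With adjustment over both probe sets together, there were 24 genes whose change differed between phases (24 higher, 0 lower).

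With a normexp offset of 0, there were 1052 intergenic spots (116 higher, 936 lower) in the stationary phase. Reversed stationary M_c_ values were those of SCO1613 (-0.021), *ureAB* (-0.15) and *adpA* (-0.35).

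With each array left out in turn, the number of *S. clavuligerus* genes lay between 65 and 73 in the exponential phase, between 264 and 346 in the stationary phase (without wild-type replicate 2, 244 higher and 98 lower) and between 278 and 380 in at least one phase. For *S. coelicolor* probes it lay between 14 and 22 in the exponential phase and between 1280 (without mutant replicate 2) and 5165 (without wild-type replicate 4) in the stationary phase. Genes whose change differed between phases numbered between 24 and 100. In the *oppA2::aph* strain the number lay between 140 and 156 in the exponential phase and between 301 and 469 in the stationary phase (469 without wild-type replicate 2, 122 higher and 347 lower). Intergenic spots numbered between 1060 and 1108 in the exponential phase and between 436 and 1430 in the stationary phase. The *nuo* average lay between -0.84 and -0.75 in the exponential phase and between 0.57 and 1.51 in the stationary phase. Without wild-type stationary replicate 2, the stationary M_c_ reversed to -0.86 for SCO1613, -0.18 for *ureAB*, -0.31 for *gap2*, -0.11 for *nuoE* and -0.62 for *adpA*. Without mutant replicate 2 it was -0.44 for SCO1613. The highest stationary values with 1 array left out were 0.58 for SCO1613, 0.96 for *ureAB*, 0.67 for *gap2*, 0.89 for *nuoE* and 0.56 for *adpA*.

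With the replicate number as a block, 92 *S. clavuligerus* genes were called in the exponential phase, 330 in the stationary phase, 344 in at least one phase and 75 for the difference between phases, and 22 and 1960 *S. coelicolor* probes. The numbers pair the arrays in the exponential phase only. In that phase the block brought SCO6247 (M_c_ 2.36) and SCO6517 (M_c_ 2.47) past the threshold and changed no other call of a named gene. The exponential counts rose from 81 to 92 *S. clavuligerus* genes and from 20 to 22 *S. coelicolor* probes. The stationary numbers were not taken as pairing the arrays, although arrays of one number also share a slide. The block brought *glnA* (M_c_ -1.51), *pcbC* (M_c_ -1.16) and SCO5446 (M_c_ -1.75) past the threshold there, and the slide as a block did so too.

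Signal over background limited the *S. coelicolor* probes more than the *S. clavuligerus* genes. Of the spots of *S. coelicolor* genes, a median of 31.5% on the mutant exponential arrays and 21.6% on the mutant stationary arrays were well above background in Cy3, against 97.6% and 93.0% for *S. clavuligerus* genes.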

Differences from the paper's values

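The paper counts 186 genes changed at one sampling time at least, and 315 were counted here. Of the alternatives set before the data were examined, the number came within 1.5 times the paper's only without stationary mutant replicate 1 (278 genes). Under the others it stayed over 1.5 times the paper's number, among them the deposited values with 515 and spots averaged with 285. The 4 alternatives added after seeing the data gave 423, 407, 314 and 266, and the last of these, 1 mean per strain and slide, lies within 1.5 times.

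The following exponential M_c_ values differed from the paper's by more than the spread between arrays, and each still differed under every alternative set before the data were examined that is not named. *glnA*, *ureAB*, *nuoE*, *nuoF*, *nuoJ*, *nuoK* and SCO4380 had M_c_ values of -3.32, -1.20, -0.74, -0.78, -0.75, -0.91 and -1.20 here and -3.67, -1.47, -1.10, -1.14, -1.10, -1.27 and -1.54 in the paper, in that order, and no longer differed with the unweighted median and the deposited values. *nuoL* and *nuoN* had M_c_ values of -0.73 and -0.78 here and -1.09 and -1.14 in the paper, in that order, and no longer differed with the deposited values. *nuoM* had an M_c_ of -0.81 here and -1.14 in the paper, and no longer differed with a normexp offset of 0, the unweighted median and the deposited values. SCO0401 had an M_c_ of 3.03 here and 2.63 in the paper, and no longer differed with the unweighted median, loess and the deposited values. SCO0392 had an M_c_ of 2.95 here and 2.56 in the paper, and no longer differed with the unweighted median and the deposited values and without wild-type replicate 1 and without wild-type replicate 2. *adpA* had an M_c_ of -0.79 here and -1.14 in the paper, and no longer differed with a normexp offset of 0, the unweighted median and the deposited values and without wild-type replicate 4 and without mutant replicate 1. *hlmI* had an M_c_ of 6.34 here and 3.96 in the paper, and no longer differed with the processed signals and loess. These values may belong to different array genes, since the deposited value of the gene with the *hlmI* primer equals the 5.95 that the paper gives for *hlmA*. SCO0382 had an M_c_ of 3.78 here and 3.36 in the paper, and no longer differed with the processed signals, the unweighted median and the deposited values. SCO0383 had an M_c_ of 3.59 here and 3.18 in the paper, and no longer differed with no background correction, the processed signals, the unweighted median and the deposited values and without wild-type replicate 1, without wild-type replicate 2, without mutant replicate 1 and without mutant replicate 2.

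These stationary M_c_ values differed from the paper's by more than the spread between arrays, and each still differed under every alternative set before the data were examined that is not named. *dhsB2*, *nuoF*, SCO0401, SCO0399 and SCO0388 had M_c_ values of 0.32, 1.34, 3.58, 3.36 and 3.57 here and -1.34, -0.32, 1.63, 1.53 and 1.78 in the paper, in that order, and no longer differed with the unweighted median and the deposited values. *nuoJ*, SCO0392 and *hlmI* had M_c_ values of 1.08, 3.46 and 6.23 here and -0.51, 1.65 and 4.23 in the paper, in that order, and no longer differed with the processed signals, the unweighted median, loess and the deposited values. For *hlmI* the values here and in the paper may belong to different array genes, since the deposited value of the gene with its primer equals the paper's *hlmA* value of 4.41. *gap2* and *nuoE* had M_c_ values of 0.33 and 0.57 here and -1.44 and -1.06 in the paper, in that order, and no longer differed with the unweighted median and the deposited values and without wild-type replicate 2. SCO0382 and SCO0383 had M_c_ values of 3.61 and 3.07 here and 1.80 and 1.32 in the paper, in that order, and no longer differed with the unweighted median, loess and the deposited values. SCO1613 had an M_c_ of 0.053 here and -1.61 in the paper, and no longer differed with a normexp offset of 0, the unweighted median, the Cy3 channel alone and the deposited values and without wild-type replicate 2 and without mutant replicate 2. *ureAB* had an M_c_ of 0.64 here and -1.12 in the paper, and no longer differed with a normexp offset of 0, the processed signals, the unweighted median, the Cy3 channel alone and the deposited values and without wild-type replicate 2. SCO6247 had an M_c_ of 3.35 here and 1.85 in the paper, and no longer differed with a normexp offset of 0, the unweighted median and the deposited values and without wild-type replicate 2 and without mutant replicate 1. *dhsA2* had an M_c_ of 1.65 here and 0 in the paper, and no longer differed with the unweighted median, the Cy3 channel alone and the deposited values. *nuoK* had an M_c_ of 1.503 here and -0.17 in the paper, and no longer differed with the processed signals, loess and the deposited values. *nuoL* had an M_c_ of 1.53 here and -0.15 in the paper, and no longer differed with loess and the deposited values. *nuoM* had an M_c_ of 0.98 here and -0.55 in the paper, and no longer differed with the processed signals, the unweighted median and the deposited values. *nuoN* had an M_c_ of 1.58 here and -0.10 in the paper, and no longer differed with the deposited values. *adpA* had an M_c_ of 0.25 here and -1.25 in the paper, and no longer differed with a normexp offset of 0, the processed signals, the unweighted median, loess and the deposited values and without wild-type replicate 2. SCO4380 had an M_c_ of -0.51 here and -2.16 in the paper, and no longer differed with the unweighted median, the Cy3 channel alone and the deposited values and without wild-type replicate 2 and without mutant replicate 2. SCO6512 had an M_c_ of 4.19 here and 2.57 in the paper, and no longer differed with a normexp offset of 0, the unweighted median and the deposited values. *hlmA* had an M_c_ of 5.91 here and 4.41 in the paper, and no longer differed with the unweighted median, the Cy3 channel alone and the deposited values and without wild-type replicate 2, without wild-type replicate 3, without wild-type replicate 4, without mutant replicate 1 and without mutant replicate 2. These values too may belong to different array genes, since the deposited value of the gene with the *hlmA* primers equals the paper's *hlmI* value of 4.23.

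Some exponential changes were not called here, but passed the threshold in the direction of their value in Table 1 or Table S1 under other settings. SCO1613 and *nuoK* were called with only the 8 arrays of the phase. *ureAB* and *gap2* were called with the unweighted median, the deposited values and only the 8 arrays of the phase, and with both centrings on the *S. clavuligerus* gene probes, chosen after seeing the data. SCO6247 was called as higher, as in Table S1 and against the direction in the text of the paper, with the unweighted median, the deposited values, the slide as a block and the replicate number as a block, and with both centrings on the *S. clavuligerus* gene probes, chosen after seeing the data. *nuoM* was called with the unweighted median. *nuoN* was called with the deposited values. SCO4380 was called with the unweighted median, the deposited values and only the 8 arrays of the phase. *mprA2* was called with the processed signals and loess.

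Some stationary changes were not called here, but passed the threshold in the direction of their value in Table 1 or Table S1 under other settings. *glnA* was called with the unweighted median, loess, the deposited values, the slide as a block and the replicate number as a block and without wild-type replicate 2, and with both centrings on the *S. clavuligerus* gene probes, chosen after seeing the data. SCO1613 and *nuoE* were called with the unweighted median, the Cy3 channel alone and the deposited values. *ureAB* was called with the processed signals and the deposited values. *gap2* was called with the unweighted median and the deposited values. *dhsB2* was called with the deposited values. *nuoJ* and *nuoM* were called with loess and the Cy3 channel alone. *adpA* was called with the processed signals, the unweighted median, loess, the Cy3 channel alone and the deposited values and without wild-type replicate 2. SCO4380 was called with the unweighted median and the deposited values and without wild-type replicate 2, and with both centrings on the *S. clavuligerus* gene probes, chosen after seeing the data. *mprA2* was called with a normexp offset of 0, the processed signals, the unweighted median, loess, the Cy3 channel alone and the deposited values and without wild-type replicate 2, and with both centrings on the *S. clavuligerus* gene probes, chosen after seeing the data. *pcbC* was called with a normexp offset of 0, the processed signals, the unweighted median, loess, the Cy3 channel alone, the deposited values, the slide as a block, the replicate number as a block and all 24 arrays in the fit and without wild-type replicate 2, and with both centrings on the *S. clavuligerus* gene probes, chosen after seeing the data.

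Both centrings on the *S. clavuligerus* gene probes, chosen after seeing the data, brought the stationary M_c_ of SCO1613, *ureAB*, SCO6247, *gap2*, *dhsB2*, *dhsA2*, *nuoE*, SCO0401, SCO0392, *adpA*, SCO4380, *hlmA* and *hlmI* within the spread of the paper's value. The arrays centred on the *S. clavuligerus* gene probes, chosen after seeing the data, brought the stationary M_c_ of SCO6512 within the spread of the paper's value. The deposited values recentred on the *S. clavuligerus* gene probes, chosen after seeing the data, brought the exponential M_c_ of SCO0383 within the spread of the paper's value.

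For *hlmA* and *hlmI*, the values here are those of the array genes that hold the primers, and the values that Table 1 gives for each name equal the deposited values of the array gene with the primers of the other. Of the 75 probes of Table S1, the paper gives 37 as lower in the stationary phase, and 11 were lower here. For the exponential phase the paper gives 33 as lower and the same 33 were lower here. The deposited values equal the paper's M_c_ in both phases for all 75 probes of Table S1, within 0.0051 (log2). For 168 of the 169 entries of Table 1, exactly 1 array gene has equal deposited values in both phases within that tolerance.

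The paper describes the SCO6247 probe as giving a lower signal in the mutant, while its M_c_ here was 2.33 in the exponential phase, as Table S1 also gives a rise. The paper describes *adpA*, *gap2*, *dhsB2*, SCO1613, *ureAB* and the *nuo* genes as lower in the mutant. Here the 4 mutant arrays lay below the wild type in the exponential phase for each of these, with none past the threshold over all *S. coelicolor* probes. Their stationary M_c_ was above 0 here. The paper counts about 800 *S. clavuligerus* genes and 7728 duplicated *S. coelicolor* probes, and 767 genes and 7788 single spots were found on the arrays.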

Other observations

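The tests of the constants of the deposited values and of the shared controls as simulated here were set after results were seen. The test of the slide was set before.

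Arrays of a slide lay closer than arrays of different slides. The deviations of arrays from their strain means correlated across genes with a median r of 0.385 in the exponential phase and 0.143 in the stationary phase for different strains on one slide, and of -0.384 and -0.163 for different slides, where genes are not independent replicates. The slide as a batch is therefore a candidate explanation of how close replicates 1 and 2 lay. Which part of the slide, such as scanning, is involved was not tested. With the slide as a block 98 and 333 *S. clavuligerus* genes were called.

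Between the Δ*ccaR::tsr* and *oppA2::aph* strains, the changes against the shared wild-type arrays correlated across the 767 genes with r 0.321 and rho 0.265 in the exponential phase, and with r 0.317 and rho 0.357 in the stationary phase. They had the same sign in 64.4% and 57.5% of the genes. In the exponential phase 48 genes were called in both strains, 30 of them with the same sign, and in the stationary phase 214, 142 of them with the same sign. In 1000 simulations of unchanged groups against the same wild-type arrays, with the sign of each array's deviations drawn at random, the median r was 0.521 (between -0.467 and 1) in the exponential phase and 0.724 (between -0.311 and 1) in the stationary phase. An earlier version that permuted the arrays was dropped because the deviations of a group's arrays sum to 0, which made it degenerate, and it led to the same reading. The highest simulated r of 1 arises where all deviations of a group have one sign, so the test is wide. The shared wild-type arrays may account for the whole correlation, and no correlation beyond it was shown. Between both mutants themselves, 167 genes differed in the exponential phase (129 higher and 38 lower in Δ*ccaR::tsr*) and 302 in the stationary phase (255 higher and 47 lower).

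The M_c_ of the Table S1 probes lay above the paper's value by a near constant amount. Over the 75 probes the median difference was 0.35 in the exponential phase (SD 0.09, between -0.26 and 0.57) and 1.65 in the stationary phase (SD 0.10, between 1.38 and 1.95). The constants of the deposited values differ between the strains by 0.36 and 1.67 from those of the stated weights. The median difference minus this amount was -0.00313 in the exponential phase and -0.0115 in the stationary phase. Since the deposited values are the log ratios plus 1 constant per array, this outcome is largely fixed beforehand, so the test decides nothing on how the constants arose. That question cannot be told apart from the data: other sets of probes tried as the centre did not return the constants.

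The array values of genes that the paper measured by qRT-PCR are given here, since those measurements have no files of their own here. The gene with the *hrdB* primer, the control, had an M_c_ of -0.16 in the exponential phase (standard error 0.62, adjusted p = 0.994 from limma) and 0.87 in the stationary phase (adjusted p = 0.286), where *hrdB* had 0.18 without wild-type replicate 2. Its sign flipped in the exponential phase with loess (0.22) and the Cy3 channel alone (0.29), and in the stationary phase with the unweighted median (-0.49), the deposited values (-0.79) and 3 others. SCO6512 had an exponential M_c_ of 2.67 (adjusted p = 0.00349). Its fitted stationary M_c_ was 4.19 (adjusted p = 1.10e-07), but the probe was well above background there on 1 of 4 wild-type and 1 of 4 mutant arrays only, and the value was 0.44 with the processed signals and -0.077 with the Cy3 channel alone, so no fold is given. SCO0399 had an exponential M_c_ of 2.92 (adjusted p = 0.00135), and in the stationary phase the mutant was at least 2.77-fold brighter in Cy3. The *mprA2* probe (SCO7432) was not well above background on any mutant array in either phase, and the wild type was at least 11.8-fold brighter in the exponential phase and at least 158-fold in the stationary phase by the bound per channel. Its fitted M_c_ was -1.78 (adjusted p = 0.745) and -0.91 (adjusted p = 0.193), so it was not called in either phase.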
